# Metabolic activation and colitis pathogenesis is prevented by lymphotoxin β receptor expression in neutrophils

**DOI:** 10.1038/s41385-021-00378-7

**Published:** 2021-02-10

**Authors:** Thomas Riffelmacher, Daniel A. Giles, Sonja Zahner, Martina Dicker, Alexander Y. Andreyev, Sara McArdle, Tamara Perez-Jeldres, Esmé van der Gracht, Mallory Paynich Murray, Nadine Hartmann, Alexei V. Tumanov, Mitchell Kronenberg

## Abstract

Inflammatory bowel disease is characterized by an exacerbated intestinal immune response, but the critical mechanisms regulating immune activation remain incompletely understood. We previously reported that the TNF-superfamily molecule TNFSF14 (LIGHT) is required for preventing severe disease in mouse models of colitis. In addition, deletion of lymphotoxin beta receptor (LTβR), which binds LIGHT, also led to aggravated colitis pathogenesis. Here, we aimed to determine the cell type(s) requiring LTβR and the mechanism critical for exacerbation of colitis. Specific deletion of LTβR in neutrophils (LTβR^ΔN^), but not in several other cell types, was sufficient to induce aggravated colitis and colonic neutrophil accumulation. Mechanistically, RNA-Seq analysis revealed LIGHT-induced suppression of cellular metabolism, and mitochondrial function, that was dependent on LTβR. Functional studies confirmed increased mitochondrial mass and activity, associated with excessive mitochondrial ROS production and elevated glycolysis at steady-state and during colitis. Targeting these metabolic changes rescued exacerbated disease severity. Our results demonstrate that LIGHT signals to LTβR on neutrophils to suppress metabolic activation and thereby prevents exacerbated immune pathogenesis during colitis.

## Introduction

Inflammatory bowel disease (IBD) affects over 1.5 million US citizens, and the incidence of disease is rising.^1^ While the pathogenesis of IBD is multifactorial, it is well established that the immune system plays a substantial role in the development of disease.^2^ Targeting specific immune mediators by biologics has become an increasingly widely used and effective treatment option.^3^ Among available biologics, antibodies specific for blockade of tumor necrosis factor (TNF) are currently the most commonly used therapy. However, only ~60% of patients treated with anti-TNF therapies show improvement,^3^ suggesting there are additional immune mediators critical to disease progression.^4^ While other cytokines, integrins, and molecules involved in immune signaling have been targeted with some success,^4^ the TNF superfamily of cytokines itself includes several other members that play important roles in modulating immune responses, suggesting they also could have potential to influence IBD development.^5^

Our previous work demonstrated that a member of the TNF superfamily, TNFSF14 or LIGHT (homologous to **l**ymphotoxins, exhibits **i**nducible expression, and competes with HSV **g**lycoprotein D for **H**VEM, a receptor expressed by **T** cells), plays a significant role in two mouse models of colitis. Unlike TNF, LIGHT expression was found to provide a protective effect in the T-cell transfer and dextran sodium sulfate (DSS) colitis models.^6^ This is surprising, because in models of lung and skin inflammation, LIGHT generally has been found to be pro-inflammatory.^7,8^ Although LIGHT binds to two receptors, the Herpes Virus Entry Mediator (HVEM or TNFRSF14) and the lymphotoxin β receptor (LTβR or TNFRSF3),^9^ we previously determined that only the LIGHT-LTβR interaction is critical for protection from severe DSS colitis.^10^ A similar protective role for the LTβR during DSS colitis was found by other groups.^11,12^

LTβR is expressed by a variety of structural and innate immune cells, including stromal cells, epithelial cells, macrophages, and neutrophils, but it is not typically expressed by lymphocytes.^9^ Of interest, each of these cell types has been previously shown to contribute to colitis pathogenesis. Fibroblasts are primary drivers of fibrosis in the intestine, a hallmark of colitis.^13^ Epithelial cell death and shedding of the epithelium correlates with more severe colitis.^14^ Macrophages play a prominent role in the pathogenesis of colitis.^15^ Although neutrophils contribute to intestinal inflammation, they also have been reported to contribute to disease resolution.^16^

LIGHT is part of a complex network of receptors and ligands, because each of its receptors, LTβR and HVEM, binds to proteins in addition to LIGHT.^9^ The LTβR also binds to lymphotoxin αβ hetero-trimers expressed on the cell surface.^5^ The interaction between these different receptors and ligands is complex, because removal of one interaction may affect interactions between others in the network.^17^ Here we carried out experiments to identify the cell type(s) in which LTβR expression is required and to identify the mechanisms downstream of the LIGHT–LTβR interaction that are involved in limiting severe disease. Our data indicate that neutrophil-specific loss of LTβR (LTβR^ΔN^) is sufficient to exacerbate DSS colitis. Mechanistically, LIGHT signaling through LTβR limited glycolysis, mitochondrial mass, mitochondrial respiration, and mitochondrial ROS production in neutrophils at baseline, suggesting a cell intrinsic mechanism. A similar metabolic change was also observed in colon neutrophils during DSS-induced colitis, and when targeted with the metabolic modulator metformin in LTβR^ΔN^ mice, exacerbated DSS-induced colitis was reversed. Thus, our data identify a novel function for LTβR in neutrophils, limiting mitochondrial metabolism and ROS, that contributes to preventing severe colitis.

## Results

### LTβR expression by neutrophils is protective

We previously identified that LTβR, not HVEM, is the relevant receptor for LIGHT-mediated protection from exacerbated colitis.^6,10^ LTβR expressing cell types in the colon lamina propria include macrophages, fibroblasts, epithelial cells, and neutrophils.^6,10^ To identify the disease-relevant LTβR-expressing cell type(s), we crossed mice with a floxed *Ltbr* allele to Cre mouse lines to delete receptor expression in specific cell lineages. Inducible deletion of the gene encoding LTβR in monocytes and macrophages was obtained in *Ltbr*^*fl/fl*^ × Cx3cr1-Cre ERT mice after tamoxifen treatment. The effect of fibroblast-specific deletion of LTβR was assessed via radiation chimeras that were *Ltbr*^*fl/fl*^ × Fsp1-Cre mouse recipients of wild-type (WT) bone marrow (BM). LTβR deletion in intestinal epithelial cells was achieved in *Ltbr*^*fl/fl*^ × Villin-Cre mice. Cx3cr1 is known to be expressed in mature intestinal macrophages^6^ and its expression is important for their homeostasis and the prevention of intestinal inflammation.^18^ We verified that Cx3cr1-Cre ERT caused ablation of LTβR expression specifically in monocytes from blood in response to tamoxifen (Supplementary Fig. 1a). The severity of colitis was not increased in these mice, based on weight loss, fibrotic colon shortening, histological scoring, and survival (Supplementary Fig. 1). Despite significant weight loss after day 10, histologic analysis indicated fairly mild inflammation in mice exposed to this DSS concentration. As reported previously,^19^ we found that Fsp1-Cre, when crossed to a fluorescent reporter mouse strain, also caused deletion in many hematopoietic cells (Supplementary Fig. 2a). Therefore, we analyzed BM chimeras in which WT BM was used to reconstitute *Ltbr*^*fl/fl*^ × Fsp1-Cre mice or *Ltbr*^*fl/fl*^ control mice. Severity of colitis was not increased when the donor BM was from Fsp1-Cre × *Ltbr*^*fl/fl*^ mice with relatively mild inflammation in this case as well (Supplementary Fig. 2). Deletion of the *Ltbr* gene in *Ltbr*^*fl/fl*^ × Villin-Cre mice was reported previously^20^ and we confirmed specific deletion in epithelial cells (Supplementary Fig. 3a). The severity of DSS-colitis compared to Cre-negative littermate controls was not increased in *Ltbr*^*fl/fl*^ × Villin-Cre mice and weight loss was in fact mildly improved (Supplementary Fig. 3).

In contrast to those results, deletion of LTβR expression in neutrophils driven by *Ltbr*^*fl/fl*^ × Mrp8-Cre (LTβR^ΔN^; Supplementary Fig. 4a) was sufficient to induce accelerated weight loss (Fig. 1a) and colon shortening (Fig. 1b), as well as a greatly increased histological disease score (Fig. 1c, d). After DSS treatment, LTβR^ΔN^ mice showed a loss of epithelial integrity and mononuclear cell infiltration to the colon with edematous regions. These characteristics closely correlated with previous results in LIGHT-deficient mice.^6^ We confirmed that virtually all neutrophils express LTβR protein in WT mice at comparable levels with other myeloid cells, while no LTβR expression was found on B cells. About 10% of myeloid progenitor cells also expressed LTβR and deletion of LTβR by Mrp8-Cre was specific to neutrophils (Supplementary Fig. S4b). For this and following functional flow-cytometric experiments, neutrophils were gated based on CD11b+ and Ly6G+ expression (Supplementary Fig S4c, left), or magnetically enriched to about 90% purity, as indicated (Supplementary Fig. S4c, right). DSS-treated LTβR^ΔN^ mice exhibited a significant increase in Mpo staining, a marker for neutrophils, in the distal colon (Fig. 1e, f). Exacerbated DSS colitis was also evident in survival studies, as LTβR^ΔN^ mice had significantly increased mortality rates during the second cycle of DSS as compared to littermate controls (Fig. 1g). Together, these data suggest that LTβR expression by neutrophils is most important for protection of exacerbated DSS-induced colitis.

**Fig. 1:**
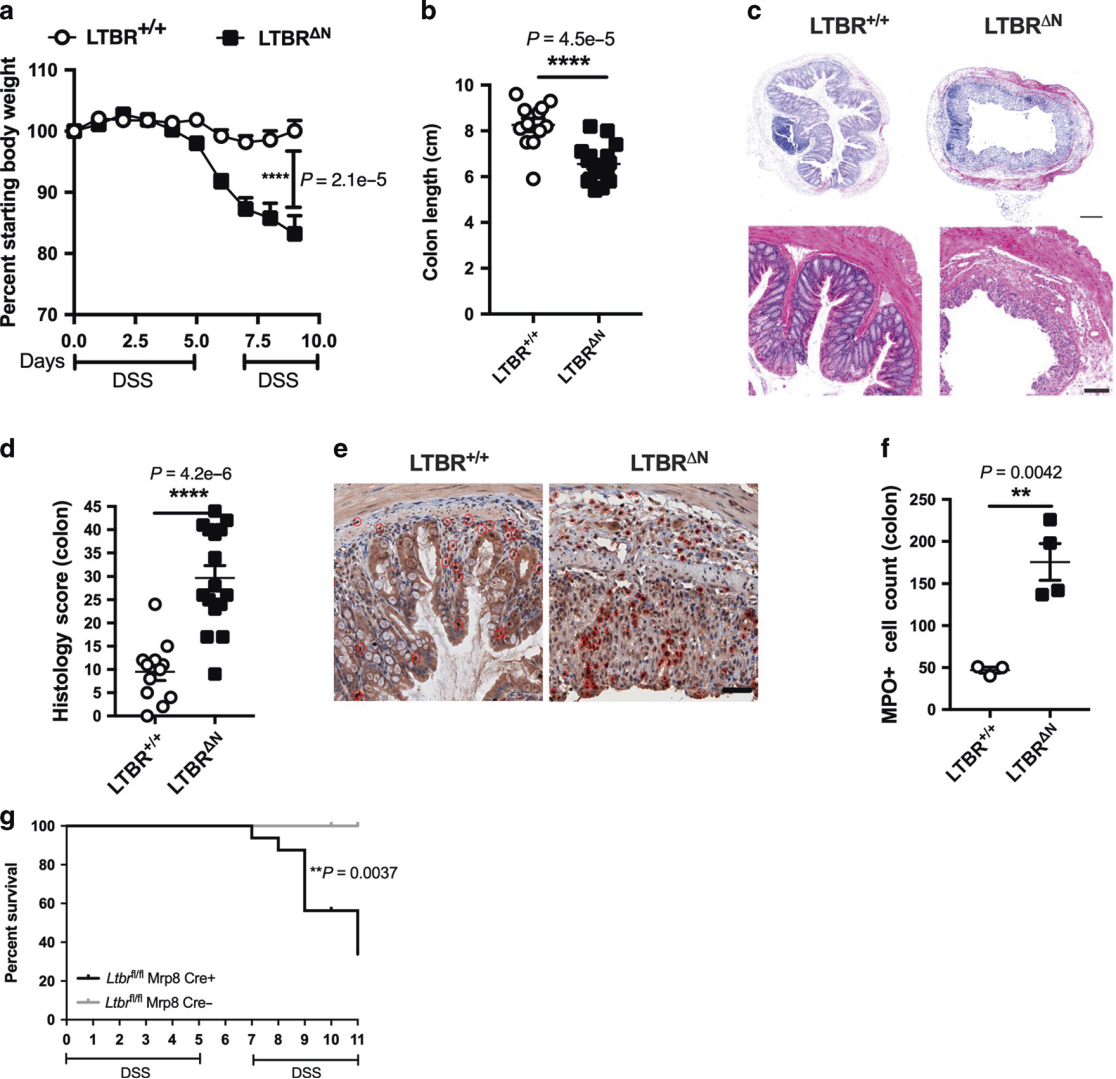
LTβR expression in neutrophils protects from DSS-colitis. Colitis was induced in *Ltbr*^*fl/fl*^ × Mrp8-Cre (LTβR^ΔN^) and control littermates by cycles of 2.5% DSS for 5 days followed by 2 days of water and disease progression was monitored. **a** weight loss was monitored daily as % starting body weight. **b** Colon length on day 9. **c** H&E stained representative histology sections of distal colon at 20× (top; scale bar, 200 μm) and 40× (bottom, scale bar, 100 μm) magnification. **d** Blinded total histological score from distal colon. Representative immunohistochemical MPO staining (**e**) and quantification (**f**) of MPO-positive neutrophils from sections of distal colon tissue. Scale bar, 50 μm **g** Kaplan–Meier survival plots of the indicated groups during two cycles of DSS. Data representative of >3 independent experiments (**a**, **c**, **e**-**g**) or pooled data from three experiments (**b**, **d**). Student’s *t* test (**b**, **d**, **f**), two-way ANOVA (**a**, **g**). Error bars represent SEM.

### Some neutrophil functions are normal in LTβR^ΔN^ mice

We analyzed cytokine production in colon fragment cultures at an early time during DSS treatment (day 5) and found no difference in LTβR^ΔN^ mice compared to littermate controls for the secretion of IL-6, IL-10, MCP-1, IFNγ, and TNF (Supplementary Fig. 5a). At later timepoints, cytokine levels were increased in LIGHT- or LTβR-deficient mice.^6,21^ To determine how the function of LTβR-deficient neutrophils might be directly altered at steady state and in response to bacterial triggers, we carried out a battery of neutrophil functional assays. Because obtaining the numbers of viable neutrophils required for functional assays was not possible from the intestines of DSS-treated mice, we measured the kinetics of *Escherichia coli* bioparticle phagocytosis by purified BM-derived neutrophils at steady state or after LPS-mediated activation and observed no effect of *Ltbr* deletion (Supplementary Fig. 5b). Further, despite the role of TNF-family receptors, including LTβR, in cell death signaling,^22,23^ we found no difference in the survival of neutrophils, purified from BM and cultured in vitro (Supplementary Fig. 5c). We then tracked neutrophils in vivo using a BrdU pulse-chase method at steady state and during DSS colitis. Labeled neutrophils appeared in the blood by day 4, then declined rapidly the next day, with no evidence for an early maturation or prolonged circulation in the absence of LTβR expression (Supplementary Fig. 5d). Neutrophil recruitment to the colon on day 7 of DSS treatment was comparable irrespective of LTβR expression as quantified by flow cytometry as the fraction of BrdU-positive neutrophil numbers in colon tissue (Supplementary Fig. 5e). To examine the effect of LTβR expression on neutrophils during an acute infection, we analyzed mice after pulmonary infection with *Streptococcus pneumoniae*, which requires neutrophil activity for clearance.^24^ The number of colony forming units (CFU) of *S. pneumoniae* in the lungs of control or LTβR^ΔN^ mice was similar, with a trend toward increased CFU (Supplementary Fig. 5f). This coincided with a 4–5-fold increase of neutrophils in the lung tissue 18 h post infection, which was mildly elevated in the absence of LTβR (Supplementary Fig. 5g). The robust, LTβR-independent recruitment and infiltration particularly of perivascular lung tissue was also evident from immunofluorescent Ly6G-analysis of tissue sections (Supplementary Fig. 5h). In conclusion, by these measures we did not find evidence for highly altered functioning of neutrophils from LTβR^ΔN^ mice at steady state or during acute bacterial infection in the lung.

### RNA-Seq reveals suppression of neutrophil metabolism by LIGHT-LTβR

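Blood neutrophils of 8 week old LTβR ΔN mice (Ltbr fl/fl × Mrp8-Cre, which lack the receptor in neutrophils) and of control littermates without Cre were sequenced as 16 libraries, and the authors deposited the number of reads counted on each of 23337 gene symbols, without normalization. The libraries are labelled stimulated or unstimulated. There were 3 unstimulated and 4 stimulated control libraries, and 4 unstimulated and 5 stimulated LTβR ΔN libraries. The treatment protocol describes a 2 h culture with TNF at 100 ng/ml, IL-6 at 50 ng/ml and GM-CSF at 100 ng/ml, with or without LIGHT at 500 ng/ml, and the legend of Fig. 2 also places the cytokines in both arms. The design text of the series instead names the cytokines as the treatment. No label states for a single library whether LIGHT was added, so groups are named below by their labels. Counts per library ranged from 6594594 to 11932653 (median 7726335) in unstimulated and from 4437039 to 11023928 (median 8255788) in stimulated control neutrophils. In LTβR ΔN neutrophils they ranged from 1094335 to 11424825 (median 5183737) without and from 1506153 to 8575222 (median 2408608) with stimulation. All 16 libraries entered one edgeR quasi-likelihood model with TMM normalization, which covered 9213 genes after the filter on low counts, and p-values were adjusted by Benjamini-Hochberg. Cish, Socs3 and Nfkbia, written down before the data were examined as a check of what the treatment label marks, differed strongly between the labels. Cish, a target of GM-CSF signalling on chromosome 9 of GRCm38 from 107296026 to 107302784, had 1.01 ± 0.587 (SD, n = 3) CPM (counts relative to the library's TMM-scaled total) in unstimulated and 435 ± 132 (SD, n = 4) CPM in stimulated control neutrophils, a log2 fold change of 8.60 (standard error 0.507, edgeR adjusted p = 2.68e-11). In LTβR ΔN neutrophils its log2 fold change was 8.05 (standard error 0.462, edgeR adjusted p = 1.36e-11). Socs3 and Nfkbia rose by 4.03 and 5.00 on the log2 scale in control neutrophils and by 3.59 and 4.85 in LTβR ΔN neutrophils. Every stimulated library was above every unstimulated library for all 3 genes. With this rise in both genotypes, the comparison of labels may carry the cytokines, alone or with LIGHT. It need not be the paper's comparison of LIGHT with no LIGHT.

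**Figure D1:**
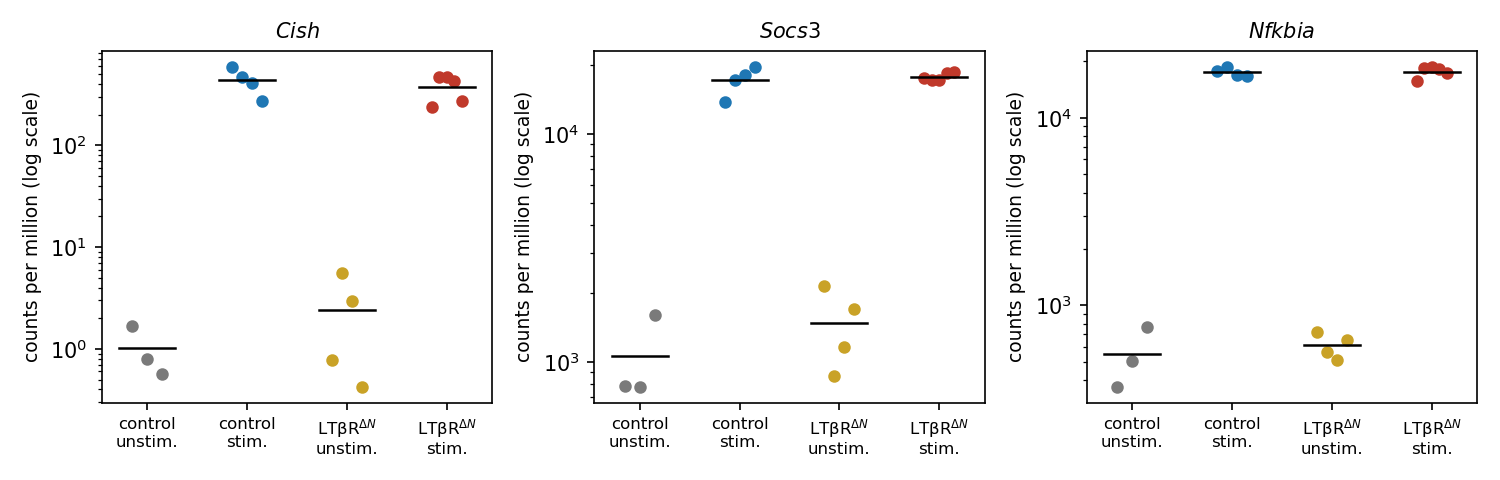
Cish, Socs3 and Nfkbia in CPM (log axis) in each of the 16 libraries, by genotype and treatment label, with lines at group means. Cish lies between 0.426 and 5.60 CPM in libraries labelled unstimulated and between 239.8 and 589 CPM in those labelled stimulated.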

To identify which other LTβR-dependent pathways contributed to the more severe colitis, blood neutrophils were cultured with cytokines associated with more severe colitis in this model system, including IL-6, TNF, and GM-CSF,^6^ and in the presence or absence of recombinant, soluble mouse LIGHT protein. We carried out bulk RNA-Seq in these neutrophils and determined that soluble LIGHT stimulation significantly altered the expression of 458 genes, with a greater number of genes with reduced as opposed to increased expression by exposure to LIGHT. 

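Between control libraries labelled stimulated (n = 4) and unstimulated (n = 3), 321 of 9213 tested genes differed at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, of which 260 were higher and 61 lower in stimulated neutrophils. A change of at least 2-fold was estimated for 192 of the higher and 34 of the lower genes. The genes with the smallest adjusted p-values in each direction were Tnfaip3, Nfkbia and Id1 among those higher and Dusp6, Osgin1 and Plk3 among those lower. Tnfaip3 rose from 56.0 ± 20.6 (SD, n = 3) to 3513 ± 229.9 (SD, n = 4) CPM, a log2 fold change of 5.98 (standard error 0.202, edgeR adjusted p = 1.97e-15). Dusp6 fell from 794 ± 33.7 (SD, n = 3) to 179 ± 32.0 (SD, n = 4) CPM, a log2 fold change of -2.15 (standard error 0.159, edgeR adjusted p = 1.28e-09). The number of genes was 157 when the library index was added to the model and 512 at an unadjusted p-value under 0.01. The fit with the index rests on library 73, the only unstimulated library with the index of the stimulated ones. With library totals as the only scaling, an alternative chosen after seeing the data, 201 genes were higher and 272 lower, and the median log2 fold change of all tested genes moved from -0.024 to -0.27. With each of the 7 libraries left out in turn, 219 to 334 genes passed. If the labels mark the cytokines, these counts do not measure the effect of LIGHT alone.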

The top 50 differentially expressed genes by *P* value contained 11 mitochondrial- and/or ROS pathway genes, with all of these significantly decreased by LIGHT addition and none that were increased (Fig. 2a, Supplementary Table 1). 

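Of the 50 genes with the smallest p-values between stimulated and unstimulated control libraries, 1 belonged to 217 mitochondrial, ROS or import genes tested, and it was higher with stimulation. This gene was Sod2, with a log2 fold change of 4.51 (standard error 0.238, edgeR adjusted p = 5.64e-12). The 11 genes in bold font in Fig. 2a (Atox1, Atp5e, Cox8a, Cyba, Atp5j, Tomm7, Cox4i1, Cox6b1, Ndufa3, Taldo1 and Gpx4) were all tested and none was among these 50. Their log2 fold changes lay between -0.11 for Taldo1 and 0.19 for Atox1, with 9 above and 2 below 0. With upper-quartile scaling 7 of them were above 0, and with library totals only 0 were. The smallest adjusted p-value among them was 0.760 (edgeR), and none had an unadjusted p-value under 0.05. Atox1 had 184 ± 4.87 (SD, n = 3) CPM in unstimulated and 209 ± 13.9 (SD, n = 4) CPM in stimulated libraries, a difference that an exact two-sided permutation test did not separate from the spread (p = 0.0571, where the smallest p that 4 libraries against 3 allow is 0.0286).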

In agreement with this, pathway analysis of all differentially expressed genes identified a significant enrichment for genes associated with mitochondrial biogenesis and the electron transport chain (ETC), which had increased expression in the absence of a LIGHT signal (Fig. 2b). 

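Among the 61 genes lower in control libraries labelled stimulated, 0 of the 75 tested ETC genes were found where 0.497 are expected by chance. Of the 92 tested genes of mitochondrial transcription and translation 0 were found where 0.609 are expected. Counts this small do not separate either list from the other genes. An unadjusted p-value under 0.05 in either direction was found for 3 and 6 genes of these lists. The ETC list held the nuclear subunits of complexes I to V and cytochrome c. Transcripts encoded by the mitochondrial genome were not listed in the table.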

Ingenuity analysis of the oxidative phosphorylation pathway confirmed that transcripts for multiple components of every complex within the ETC were significantly increased in the absence of LIGHT (Fig. 2c). 

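By complex of the ETC, the median log2 fold change between stimulated and unstimulated control libraries was 0.040 over 35 complex I genes and -0.26 over 4 complex II genes. It was -0.087 over 9 complex III genes, -0.060 over 11 complex IV genes and -0.043 over 15 complex V genes. No gene of any complex passed an adjusted p-value of 0.05 (edgeR). The sets were compared with all other genes by limma's camera test with a preset correlation of 0.01, adjusted over 60 tests of 12 sets in 5 comparisons, and adjusted p-values ranged from 0.595 for complexes II and III to 0.860 for complex V. The median of all tested genes was -0.024.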

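Over all 75 ETC genes, the median log2 fold change between stimulated and unstimulated control neutrophils was -0.010 (limma camera adjusted p = 0.828), and 34 of the genes were higher. This median changed sign with DESeq2's size factors, to 0.0022, with DESeq2's test, to 0.0019, with at least 10 counts in every library, to 0.0015, with a gene length trend removed, to 0.0098, with the library index, to 0.083, and without the unstimulated library 71, to 0.025. The 92 genes of mitochondrial transcription and translation had a median of -0.090 (limma camera adjusted p = 0.506), which was above 0 with the library index (0.041) and with 1 surrogate variable (0.088). Their mean level was 2.69 ± 0.059 (SD, n = 3) in unstimulated and 2.42 ± 0.28 (SD, n = 4) in stimulated libraries on the log2 CPM scale. The lowest stimulated value, 2.00, was that of library 80. With each library left out in turn, their median lay between -0.15 (without library 83) and -0.033 (without library 80), without passing. The 32 ROS genes had a median of 0.053, with 17 higher and 15 lower in stimulated libraries. Their mean level was 6.25 in unstimulated and 6.44 in stimulated libraries in log2 CPM (exact two-sided permutation test, p = 0.371). The set stood apart from other genes (limma camera adjusted p = 0.0122). This call held under limma's fry test (adjusted p = 0.0110) but not with the correlation between genes estimated from the data (adjusted p = 0.340). It was also lost without the unstimulated library 73 (limma camera adjusted p = 0.127), and without the stimulated library 82, where the ROS median was -0.0085 (limma camera adjusted p = 0.0607). With every gene of at least 1 count it was 0.045 and the call was lost (limma camera adjusted p = 0.0517), and with library totals only it was -0.19 (limma camera adjusted p = 0.198). For the ROS list, 3 genes passed over all genes tested and 5 adjusted over the list alone, each higher with stimulation. The gene sets used in Fig. 2d, e were not used here, and the ETC, mitochondrial gene expression and ROS lists took their place.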

Gene set enrichment analysis confirmed an increase in mitochondrial gene expression (Fig. 2d) and reactive oxygen species (ROS) gene sets when LIGHT was not added (Fig. 2e).

**Fig. 2:**
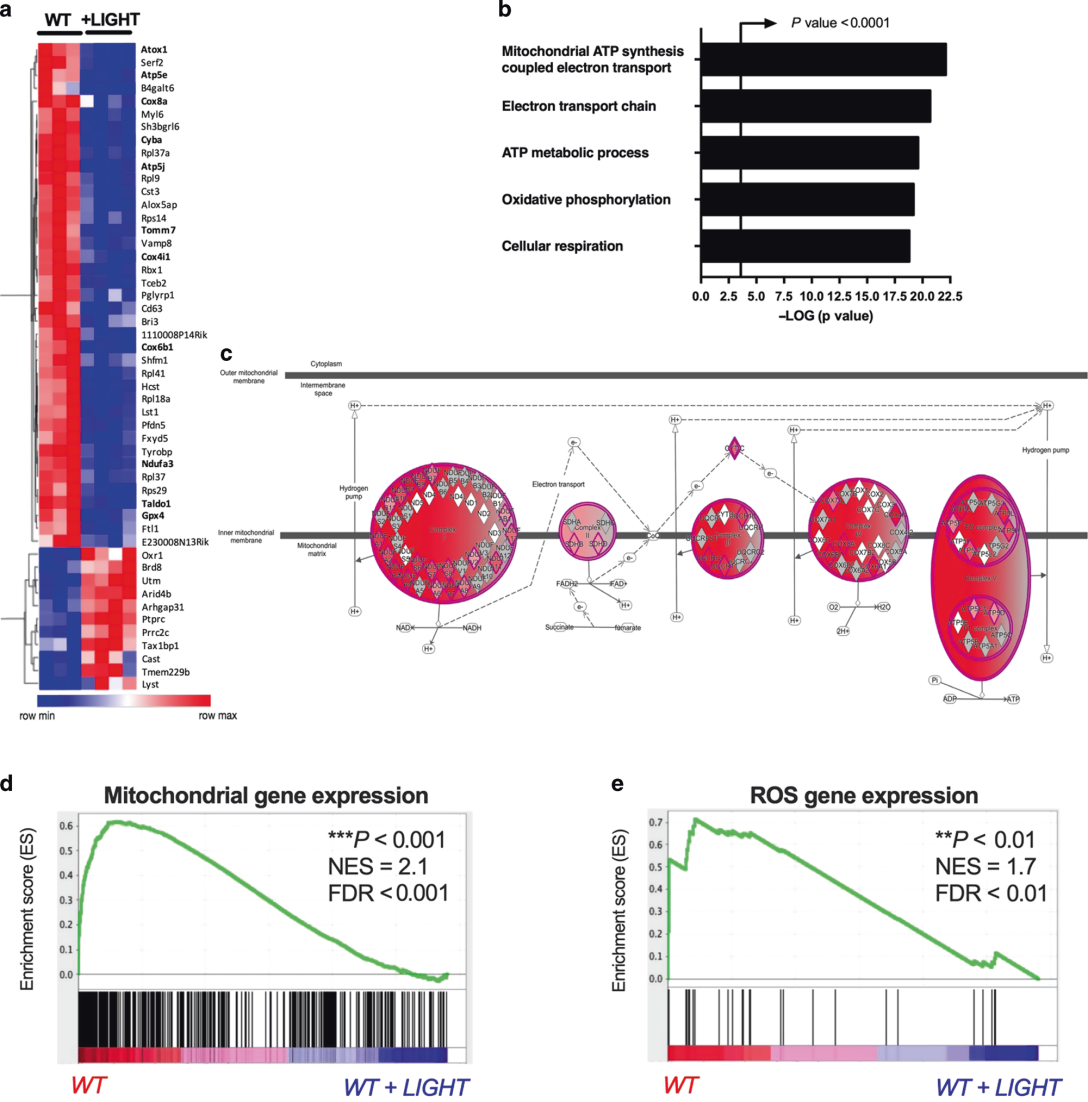
LIGHT signaling represses genes associated with mitochondrial function and ROS. RNA-Seq analysis of sorted blood neutrophils from WT mice stimulated with a DSS-associated cytokine cocktail and with or without recombinant mouse LIGHT. **a** The top 50 most differentially expressed genes with respect to *P* value. Genes in bold font are associated with mitochondrial and/or ROS pathways. **b** Gene expression pathways upregulated in the absence of LIGHT stimulation were determined by the ToppGene Suite. **c** Ingenuity Pathway Analysis (Qiagen) identified oxidative phosphorylation as a pathway highly upregulated in the absence of LIGHT stimulation. Significantly upregulated genes and complexes of the electron transport chain are depicted in red. Gray: not significantly different. White: not determined in dataset. **d**, **e** GSEA of the comparison of WT neutrophils and WT stimulated with LIGHT. **d** GSEA for genes associated with mitochondrial function from the molecular signature database list GO_mitochondrial_gene_expression. ***P < 0.001; NES = 2.1; FDR < 0.001. **e** GSEA for genes associated with cellular ROS pathways from the molecular signature database list Houstis_ROS. **P < 0.01; NES = 1.7; FDR < 0.01. GEO accession number GSE150243.

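Ltbr, on chromosome 6 of GRCm38 (GENCODE M21, matched by symbol) from 125306571 to 125313885, had 116 ± 33.0 (SD, n = 3) CPM in unstimulated control and 8.22 ± 3.14 (SD, n = 4) CPM in unstimulated LTβR ΔN neutrophils, a log2 fold change of -3.80 (standard error 0.452, edgeR adjusted p = 1.09e-04). Among stimulated libraries it had 109 ± 27.7 (SD, n = 4) CPM in control and 8.65 ± 6.75 (SD, n = 5) CPM in LTβR ΔN neutrophils, a log2 fold change of -3.71 (standard error 0.417, edgeR adjusted p = 3.83e-05). No library overlapped between genotypes (exact two-sided permutation test, p = 0.00794 for 5 against 4 stimulated libraries). Tnfrsf14, which encodes HVEM and lies on chromosome 4 from 154921933 to 154928563, was counted at 4.05 ± 1.91 (SD, n = 4) CPM in stimulated control and 6.19 ± 3.88 (SD, n = 5) CPM in stimulated LTβR ΔN neutrophils, a difference within the spread between libraries (edgeR adjusted p = 0.965). Tnfsf14, which encodes LIGHT itself, had log2 fold changes by genotype of 0.11 with and 0.20 without stimulation, and Ltb of -0.17 and 0.013, none with an adjusted p-value under 0.05 (edgeR). Between stimulated and unstimulated LTβR ΔN libraries, 344 genes differed, of which 275 were higher. The median log2 fold change there was -0.087 for the ETC set (limma camera adjusted p = 0.266), -0.037 for mitochondrial gene expression (limma camera adjusted p = 0.548) and -0.041 for ROS genes (limma camera adjusted p = 0.115). The 4 complex II genes had a median of -0.54, with 0 higher. This set did not pass under camera (limma adjusted p = 0.102) or with the correlation estimated (adjusted p = 0.340), but passed under fry (limma adjusted p = 0.00812). Of the 75 ETC genes 1 passed the threshold, Sdhd of complex II, named after its values were seen, with a log2 fold change of -0.57 (standard error 0.154, edgeR adjusted p = 0.0353). None passed when adjusted over the list alone, and 4 had an unadjusted p-value under 0.05. For the ROS list, 3 genes passed over all genes tested and 4 adjusted over the list alone, these 4 higher with stimulation. For mitochondrial gene expression, 1 gene passed over all genes tested and 0 over the list alone. Without the unstimulated library 68, which had the smallest total, the ETC median was -0.19 and passed the threshold (limma camera adjusted p = 0.0135). Without the stimulated library 76 the mitochondrial gene expression median was 0.025. The ROS median changed sign without the unstimulated library 69, to 0.0085 (limma camera adjusted p = 0.0436), and without 70, to 0.017. It changed sign and passed with at least 10 counts required in every library (0.0070, limma camera adjusted p = 0.034) and with a gene length trend removed (0.027, limma camera adjusted p = 0.0326). With the library index in the model it was 0.19 (limma camera adjusted p = 0.00159), and with 1 surrogate variable 0.033 (limma camera adjusted p = 0.118). The index term rests on unstimulated control library 73 against 71 and 72. The median of mitochondrial gene expression was above 0 with that filter (0.045), the index (0.063) and the surrogate variable (0.078), without passing. A block for the number in the column names was added after seeing the data. With it the ROS set passed (limma camera adjusted p = 0.00671), with a median of -0.046 beside a median of all genes of -0.097. Camera compares the set with all other genes and does not test its median against 0, so this call does not show a fall. What the number in the column names marks is not stated, so pairing stays open.

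**Figure D2:**
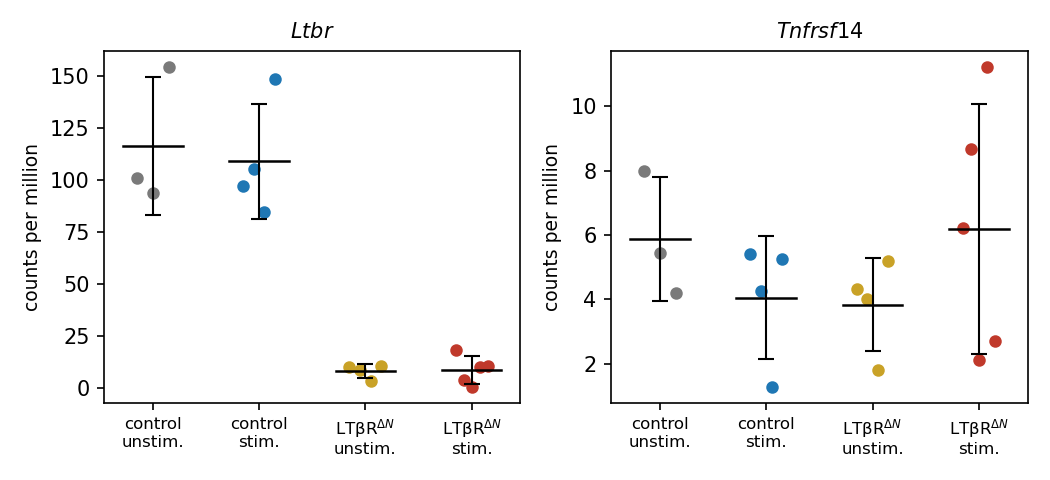
Ltbr and Tnfrsf14 in CPM in each of the 16 libraries, by genotype and treatment label, with means and SD. Ltbr lies between 84.6 and 154 CPM in control libraries and between 0.705 and 18.1 CPM in LTβR ΔN libraries, and Tnfrsf14 overlaps between all groups.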

The suppressive effect of LIGHT was greatly reduced in LTβR-deficient neutrophils, despite neutrophil expression of HVEM, which also binds LIGHT. 

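Stimulated LTβR ΔN libraries (n = 5) and stimulated control libraries (n = 4), which share 1 library index, differed in 2 of 9213 genes at an adjusted p-value under 0.05 (edgeR), and 591 genes had an unadjusted p-value under 0.05 where 461 are expected by chance. The genes past the threshold were Ltbr, which was lower, and Ap1s1, which was higher in LTβR ΔN neutrophils with a log2 fold change of 3.25 (standard error 0.235, edgeR adjusted p = 1.95e-08). With DESeq2's Wald test in place of edgeR's test, 14 genes passed. In simulated libraries of the same sizes, 30.5% of 200 genes changed by 2-fold and 60% of 200 genes changed by 4-fold were recovered. Of the genes on the ETC, mitochondrial gene expression and ROS lists, 4 of 75, 5 of 92 and 0 of 32 had an unadjusted p-value under 0.05, and none passed when adjusted over the list alone. The median log2 fold change of the ETC set was -0.041 (limma camera adjusted p = 0.603), with 35 of 75 genes higher in LTβR ΔN neutrophils. In simulated libraries whose genes varied independently, a shift of all ETC genes by 0.1 on the log2 scale gave a limma camera adjusted p of 0.0248. The genes of the ETC set were correlated in the real libraries, with an estimated correlation of 0.16.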

RNA-Seq analysis of LTβR-deficient neutrophils exposed to LIGHT showed increased expression of mitochondrial and ROS pathway genes compared to LIGHT-exposed LTβR WT neutrophils (Supplementary Fig. 6a, b). Transcripts of complex I, III, IV, and V subunits within the ETC were increased in LTβR-deficient neutrophils (Supplementary Fig. 6c), a subset of the genes that were also increased comparing WT neutrophils in the absence of LIGHT to LIGHT addition. 

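By complex, the median log2 fold change between LTβR ΔN and control libraries labelled stimulated was -0.054 for complex I (16 of 35 genes higher), 0.11 for complex III (7 of 9 higher), 0.033 for complex IV (7 of 11 higher) and -0.073 for complex V (4 of 15 higher). The adjusted p-values of the camera test were 0.506, 0.506, 0.769 and 0.506. No ETC gene passed an adjusted p-value of 0.05 (edgeR). Between the genotypes labelled unstimulated, the medians of these complexes were 0.028, 0.19, -0.026 and -0.014.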

Gene set enrichment analysis confirmed that gene ontology terms for mitochondrial genes and ROS pathway were increased in LTβR-deficient neutrophils (Supplementary Fig. 6d, e). Together, these data indicate that the LIGHT–LTβR interaction dampens expression of genes associated with mitochondrial function and ROS production within neutrophils exposed to inflammatory cytokines.

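Genes of mitochondrial transcription and translation had a median log2 fold change of 0.057 between LTβR ΔN and control libraries labelled stimulated (limma camera adjusted p = 0.858), with 50 of 92 genes higher. Their mean level was 2.37 ± 0.21 (SD, n = 5) in LTβR ΔN and 2.42 ± 0.28 (SD, n = 4) in control neutrophils on the log2 CPM scale (exact two-sided permutation test, p = 0.770). The ROS genes had a median of 0.0091 (limma camera adjusted p = 0.920), with 17 of 32 genes higher, and a mean level of 6.42 ± 0.16 (SD, n = 5) against 6.44 ± 0.29 (SD, n = 4) (exact two-sided permutation test, p = 0.865). The smallest p this test allows for 5 libraries against 4 is 0.00794. None of these sets passed under fry or with the correlation estimated. The ETC median changed sign without LTβR ΔN library 76, to 0.036, and without control library 80, to 0.031. The medians of the other 2 sets fell below 0 without LTβR ΔN library 75, to -0.039 for mitochondrial gene expression and -0.0045 for ROS genes. The first was also below 0 without library 77, at -0.0015. The ROS median was also below 0 without library 77, 78, 81 or 83, at -0.0079, -0.030, -0.018 and -0.012.

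**Figure D3:**
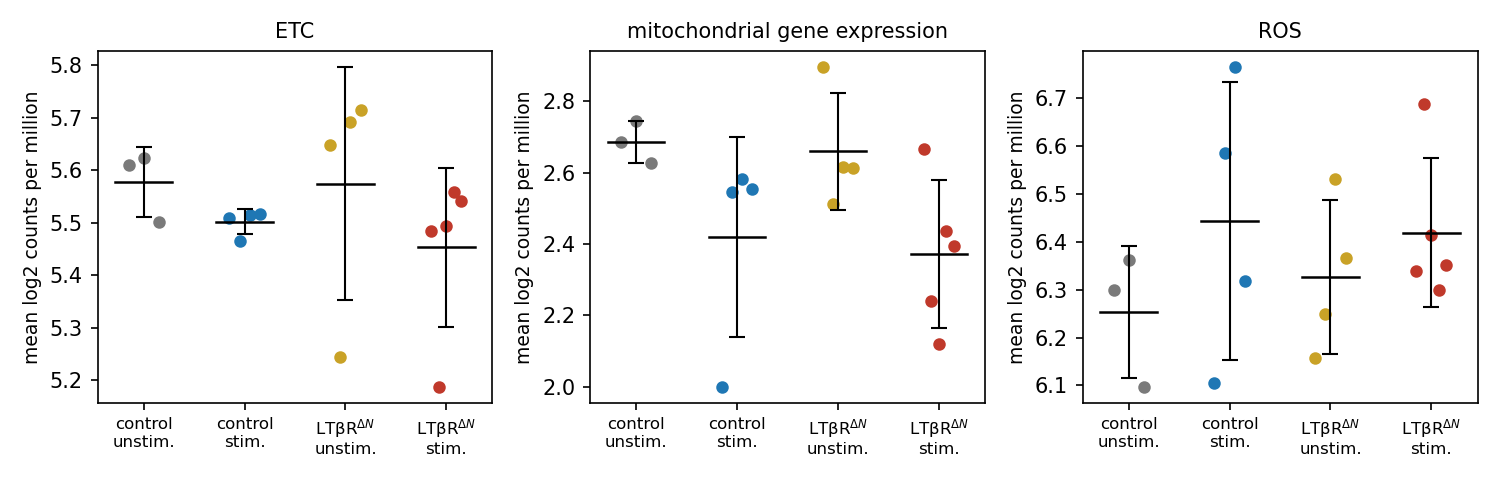
Mean log2 CPM over the genes of the ETC, mitochondrial gene expression and ROS lists in each of the 16 libraries, by genotype and treatment label, with means and SD. The y axes do not start at 0. Stimulated LTβR ΔN and control libraries overlap in each panel.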

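Whether the change between treatment labels differed by genotype was tested as an interaction over all 16 libraries. No gene passed an adjusted p-value of 0.05 (edgeR), and 342 of 9213 had an unadjusted p-value under 0.05 where 461 are expected by chance. The median interaction was -0.13 on the log2 scale for the ETC set, 0.020 for mitochondrial gene expression and -0.12 for ROS genes, with limma camera adjusted p-values of 0.332, 0.872 and 0.293. Without LTβR ΔN library 68 the ETC interaction was -0.22 and passed (limma camera adjusted p = 0.0118). The response genes of STAT and NF-kB signalling, lists used to check the treatment labels, had median interactions of -0.38 and -0.32 (limma camera adjusted p = 0.0386 and 0.0285), and neither held under fry or with the correlation estimated. From the gene lists and enrichment scores of Fig. 2 and Supplementary Fig. 6, the paper concludes that LIGHT acting on LTβR lowers mitochondrial and ROS gene expression in neutrophils exposed to cytokines.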

### LTβR affects neutrophil respiration and glycolysis

To determine if these transcriptional changes translate to functional differences in energy metabolism under steady-state conditions, we compared neutrophils from LTβR^ΔN^ mice to controls. Because of the need for relatively large numbers of viable cells, we analyzed neutrophils isolated from BM. Results from Mitotracker staining indicated that LTβR^ΔN^ BM neutrophils had higher levels of total mitochondrial mass (Fig. 3a). This technique does not differentiate between increased numbers of mitochondria or mitochondria of increased size. By using the parallel techniques of anti-Tom20 immunofluorescence and transmission electron microscopy (TEM) on magnetically sorted neutrophils, we found that LTβR-deficient neutrophils had significantly elevated numbers and mass of mitochondria per cell, but individual mitochondria had reduced surface area, (Fig. 3b–e). As an internal reference, no difference was detected in the number of neutrophil antimicrobial granules (Fig. 3e). Elongated mitochondrial networks are required for efficient ETC-mediated ATP production, while a small fragmented mitochondrial morphology points toward non-ATP-associated mitochondrial functions.^25^ In neutrophils, mitochondria can be dispensable for ATP balance, but central for ROS generation.^26^ Considering the association of neutrophil derived ROS with IBD,^21,27^ we determined if these changes in the mitochondrial compartment in LTβR^ΔN^ mice could be linked to ROS levels. Flow-cytometric analysis of neutrophils from LTβR^ΔN^ mice showed higher levels of mitochondrial superoxide levels than littermate controls, as measured by MitoSox, a ROS reporter that specifically localizes to mitochondria (Fig. 3f). Because mitochondrial and NADPH-oxidase dependent ROS production are connected, we next measured total ROS production in an oxidative burst assay. Within 30 min after stimulation with N-formylmethionine-leucyl-phenylalanine (fMLP), fluorescence of the total ROS-indicator dihydrorhodamine-123 (DHR) was induced by oxidation. The induced total ROS response detected was significantly elevated in neutrophils from LTβR^ΔN^ mice compared to controls (Fig. 3g).

**Fig. 3:**
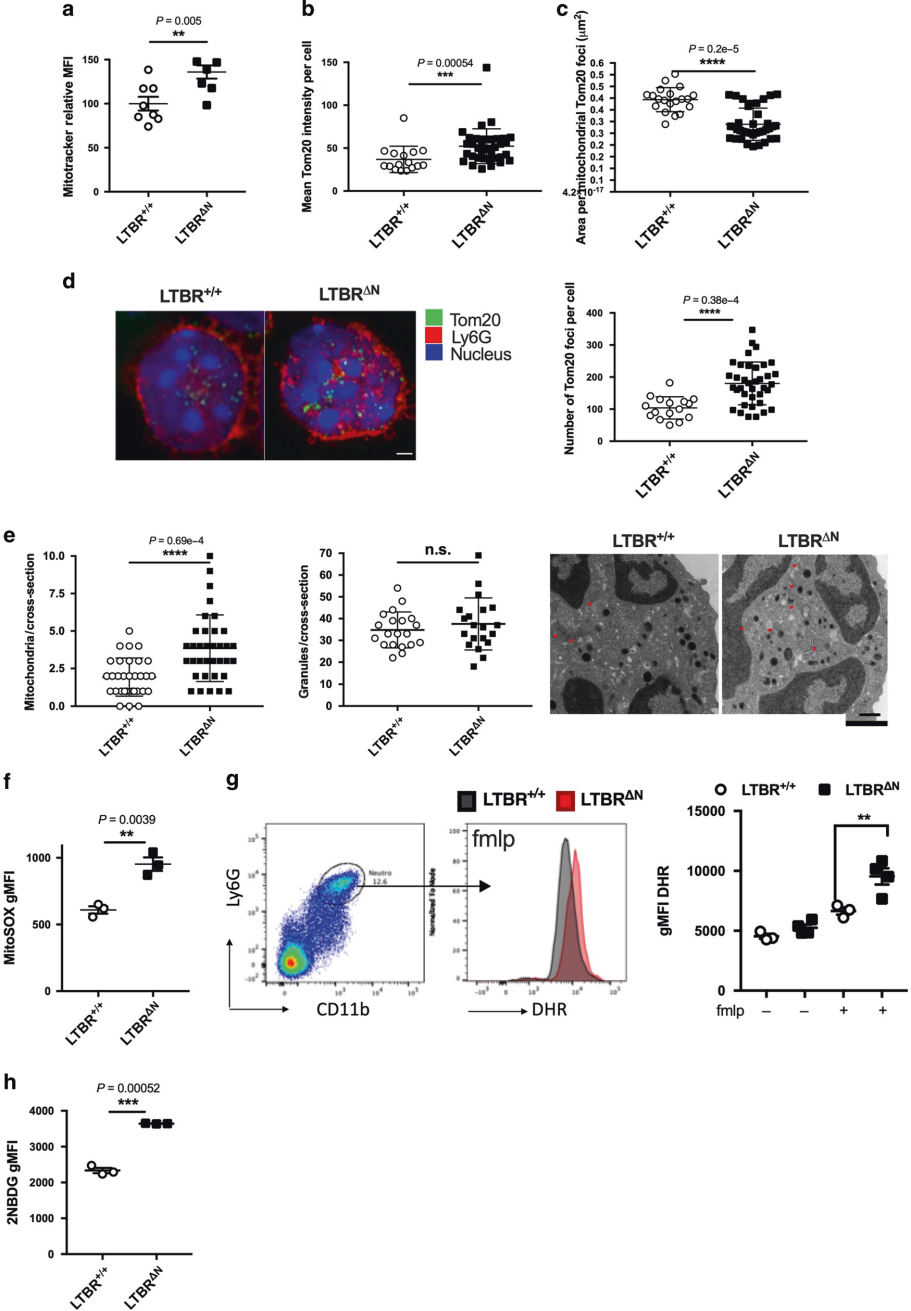
Energy-metabolic pathways are suppressed by LTβR. Neutrophils were detected from BM of *Ltbr*^ *fl/fl*^ × Mrp8-Cre (LTβR^ΔN^) and control littermates by flow cytometry (**a**, **f**, **g**) or by negative magnetic enrichment (STEMCCELL technologies) (**b–e**) and metabolic parameters were measured. Mitochondrial mass was measured as mean intensity of Mitotracker staining (**a**) and mean Tom20 immunofluorescence intensity by confocal microscopy (**b**). **c**, **d** Tom20 foci indicative of mitochondria were quantified from z-stacked confocal micrographs of Ly6G+ cells (red) stained with Tom20 antibody (green) and quantified by Imaris. Organization of Tom20 in clusters and the 3D-shape reflected in z-stacks can lead to multiple individual foci recorded for one mitochondrium. Scale bar, 500 nm **e** Representative TEM images (right) and blinded quantification of granule and mitochondrial content (left). Red arrows indicate individual mitochondria. Scale bar, 500 nm. **f** Neutrophil mitochondrial superoxides were measured by MitoSox and quantified by flow cytometry as mean fluorescence intensity. **g** Representative gating and histograms (left) and quantification (right) of neutrophil oxidative burst assay at baseline and in response to fMLP (fMLP N-formylmethionine-leucyl-phenylalanine; DHR dihydrorhodamine-123). **h** Fluorescent glucose uptake was quantified using the fluorescent glucose analog 2-NBDG (Invitrogen) by flow cytometry. Student’s *t* test, data from 3–6 mice/group from 2 or more independent experiments. Error bars represent SEM.

In addition to pro-inflammatory activity,^21^ ROS production and elevated mitochondrial activity can lead to increased aerobic glycolysis, a pathway central to most neutrophil functions.^28^ As a surrogate for glycolysis we therefore measured the consumption of 2-NBDG, a fluorescent glucose analog. LTβR-deficient BM neutrophils exhibited greatly increased 2-NBDG accumulation, indicating increased glucose uptake (Fig. 3h).

RNA-Seq data demonstrated that mitochondrial metabolism and the ROS response were transcriptionally downregulated in neutrophils by soluble LIGHT, but this required LTβR expression. Consistent with data indicating that LIGHT–LTβR prevented severe colitis, we hypothesized that the metabolic changes in neutrophils would be linked to colitis severity and, therefore, changes in metabolic activity in LTβR-deficient neutrophils would also be present in neutrophils from LIGHT-deficient mice. Indeed, neutrophils isolated from *Light*^*−/−*^ animals showed increased mitochondrial ROS and glycolysis, while mitochondrial mass remained unchanged (Supplementary Fig. 7a–c). Overall, the data support the assertion that LIGHT stimulation of LTβR suppresses neutrophil metabolic activity.

### Metabolic flux measurements of LTβR-deficient neutrophils

We next measured real-time rates of mitochondrial respiration and extracellular acidification, indicative of glycolytic flux, in BM neutrophils from LTβR^ΔN^ mice and littermate controls using the Seahorse bio-analyzer. This revealed a twofold increase in the basal respiration rate and a proportional increase in spare mitochondrial respiration capacity, as measured by the oxygen consumption rate (OCR) following DNP in BM neutrophils from LTβR^ΔN^ mice (Fig. 4a). In addition, there was a significant, twofold increase in the extracellular acidification rate (ECAR) of LTβR-deficient neutrophils (Fig. 4b). Elevated acidification may partially derive from increased CO_2_ production during oxidative phosphorylation, and from glycolysis-associated acidification. On a metabolic phenotype map, LTβR-deficient neutrophils had a proportionally higher basal- and maximal energetic profile, indicating strongly increased mitochondrial energy demand, sustained by elevated glycolytic flux, rather than a qualitative metabolic switch, in LTβR^ΔN^ mice (Fig. 4c). The heightened oxidative metabolism was also reflected in significantly increased ATP-linked respiration as quantified by ΔOCR post oligomycin treatment as well as profoundly increased maximal respiratory capacity (Fig. 4d, e). Despite these changes in cellular respiration, the total content of neutral lipids was unchanged (Supplementary Fig. 5i). Together, these data suggest that the lack of LTβR expression by neutrophils profoundly affected their metabolic programming at steady state and resulted in increased mitochondrial number, oxidative phosphorylation, mitochondrial ROS production and glycolysis at steady state.

**Fig. 4:**
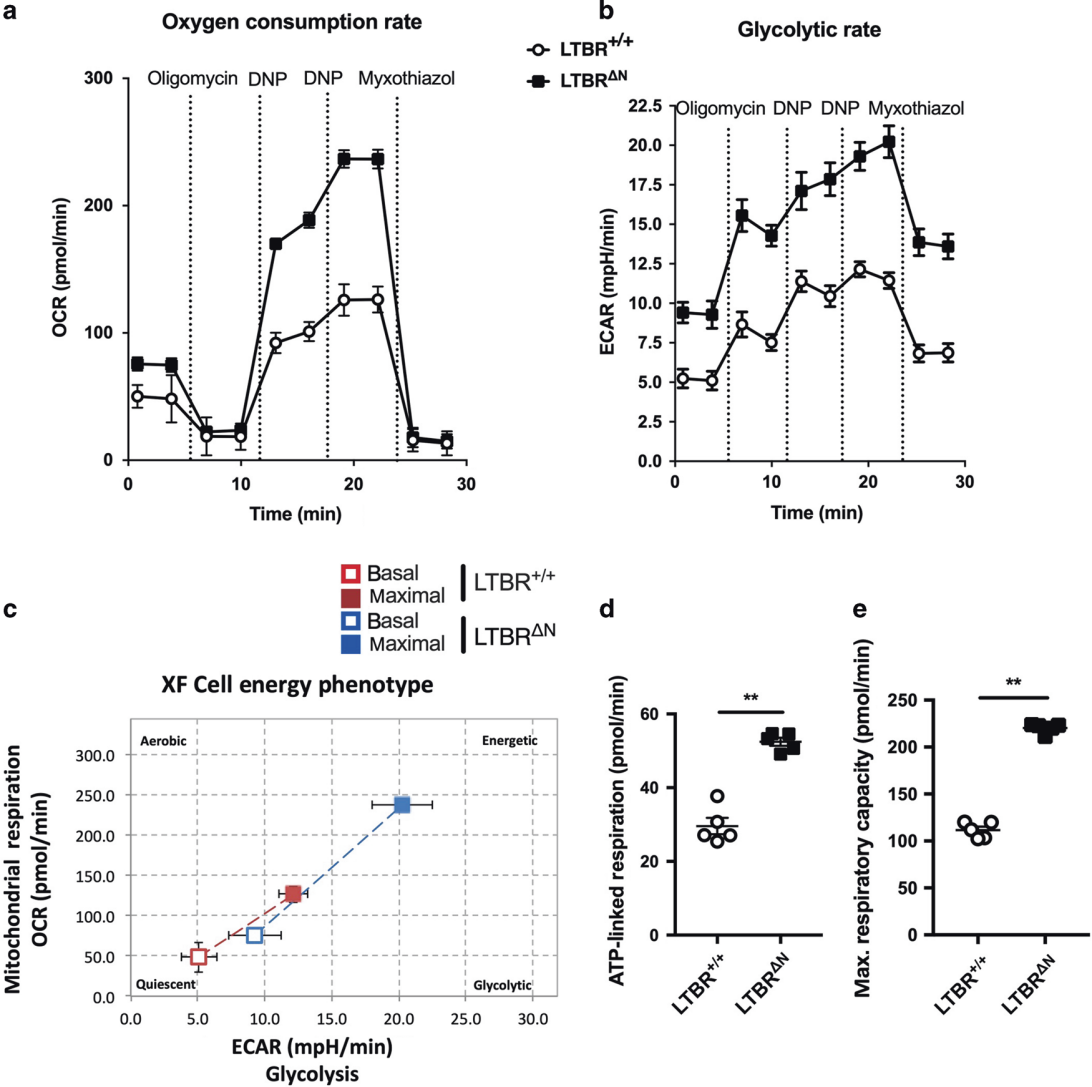
LTβR dampens neutrophil respiration and glycolysis. CD11b+ Ly6G+ Neutrophils were isolated from BM of *Ltbr*^*fl/fl*^ × Mrp8-Cre (LTβR^ΔN^) and control littermates (pooled from 5 mice/group) by magnetic sorting and their metabolic parameters were measured. **a** Oxygen consumption rate (OCR) and **b** extracellular acidification rate (ECAR) were measured in real time at baseline and in response to the indicated mitochondrial inhibitors. See “Methods” for details. **c** Basal and maximal mitochondrial respiration and glycolysis are mapped to illustrate pathway preference. ATP-linked respiration (**d**) and maximal respiratory capacity (**e**) are quantified as ΔOCR from flux analysis. Data from 5 mice/group, measured as mean of 5 wells for each timepoint, representing one of three independent experiments. Error bars represent SEM.

### LTβR-dependent changes in metabolism persist in colon neutrophils

We initially identified metabolic changes in LTβR-deficient neutrophils due to LIGHT–LTβR interactions based on the unbiased approach of RNA-Seq analysis. In that experiment, neutrophils from blood were cultured with cytokines in vitro to mimic the inflammatory state in DSS colitis. Therefore, we examined if the metabolic changes observed in ex vivo analysis of BM neutrophils were also present in colonic neutrophils of DSS-treated mice. LTβR^ΔN^ mice had accelerated weight loss that persisted in the chronic phase (Fig. 5a) and this was associated with increased colonic neutrophil mitochondrial mass (Fig. 5b, c), elevated mitochondrial ROS (Fig. 5d) and increased glucose uptake (Fig. 5e, f) compared to neutrophils from DSS-treated control mice colons.

**Fig. 5:**
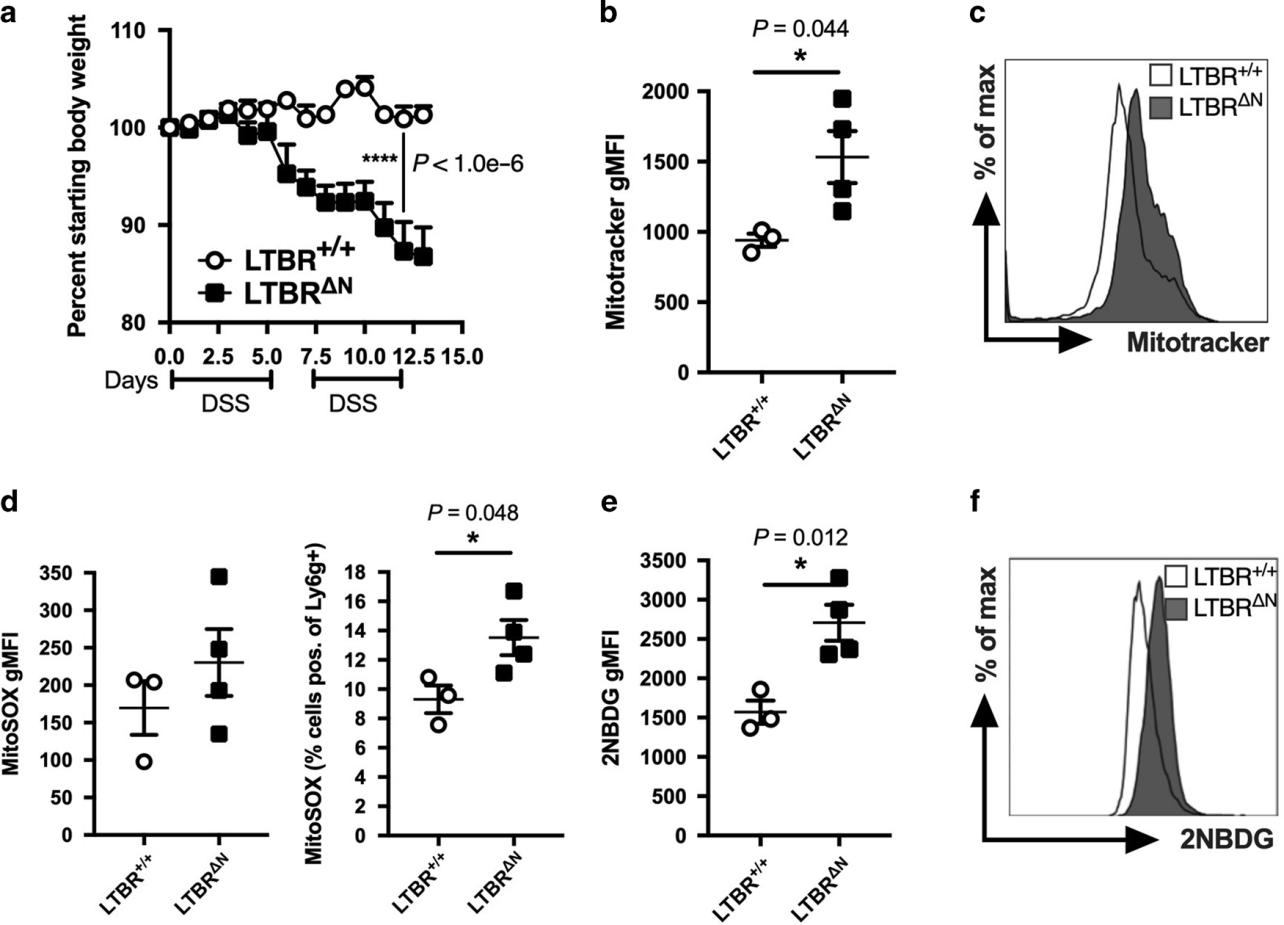
Colon inflammation is associated with metabolic neutrophil activation in the absence of LTβR. Colitis was induced in *Ltbr*^ *fl/fl*^ × Mrp8-Cre (LTβR^ΔN^) and control littermates by 2.5% DSS and disease and metabolic parameters were measured in colonic neutrophils. **a** Relative weight loss expressed as % of starting body weight. Quantification of neutrophil Mitotracker mean fluorescence intensity by flow cytometry (**b**) and representative histograms of colon neutrophil mitochondrial mass (**c**). **d** Mitochondrial superoxide production quantified by MitoSox by mean fluorescence intensity (left) and percent positive cells (right). Fluorescent glucose 2-NBDG uptake in neutrophils isolated from the colon quantified by flow cytometry (**e**) and representative histogram of 2-NBDG uptake (**f**). Student’s *t* test. Data from 3–4 mice/group, representative of 3 experiments. Error bars represent SEM.

### LTβR-dependent changes in metabolism are linked to severe colitis

ROS is a well characterized driver of colitis pathogenesis,^21,27^ and therefore we targeted ROS production in vivo. An earlier publication showed DSS-induced disease was altered in WT mice injected with the redox protective agent N-acetyl-cysteine (NAC) during colitis induction.^29^ Mice underwent daily i.p. administration of NAC during colitis induction, and although there was a trend toward reduced colitis in LTβR^ΔN^ mice, especially regarding colon shortening due to fibrosis, the difference did not reach statistical significance (Supplementary Fig. 8a, b). We did not find evidence, however, that the treatment affected ROS production when analyzed in colon neutrophils ex vivo. We therefore also tested metformin, which has several relevant actions: It reduces endogenous ROS through its action as a mild complex I mitochondrial inhibitor,^30^ acts as a NADPH-oxidase inhibitor and it reduces intestinal glucose availability.^31^ Due to this pleiotropic nature of metformin, it is not possible to definitively isolate individual contributions of these actions, while cooperative effects of the individual mechanisms of action on neutrophil metabolic state may benefit effect size. Metformin treatment was able to reverse the accelerated disease in LTβR^ΔN^ mice, including positive effects on weight loss (Fig. 6a), protection from fibrotic shortening of the colon (Fig. 6b), and it provided a significant improvement of the total disease score from colon histology (Fig. 6c, d). Together, these data suggest that metabolic dysregulation, including enhanced oxidative and glycolytic metabolism and ROS production in mice with neutrophil-specific LTβR deletion, persisted in the colon during DSS colitis and contributed to exacerbated disease.

**Fig. 6:**
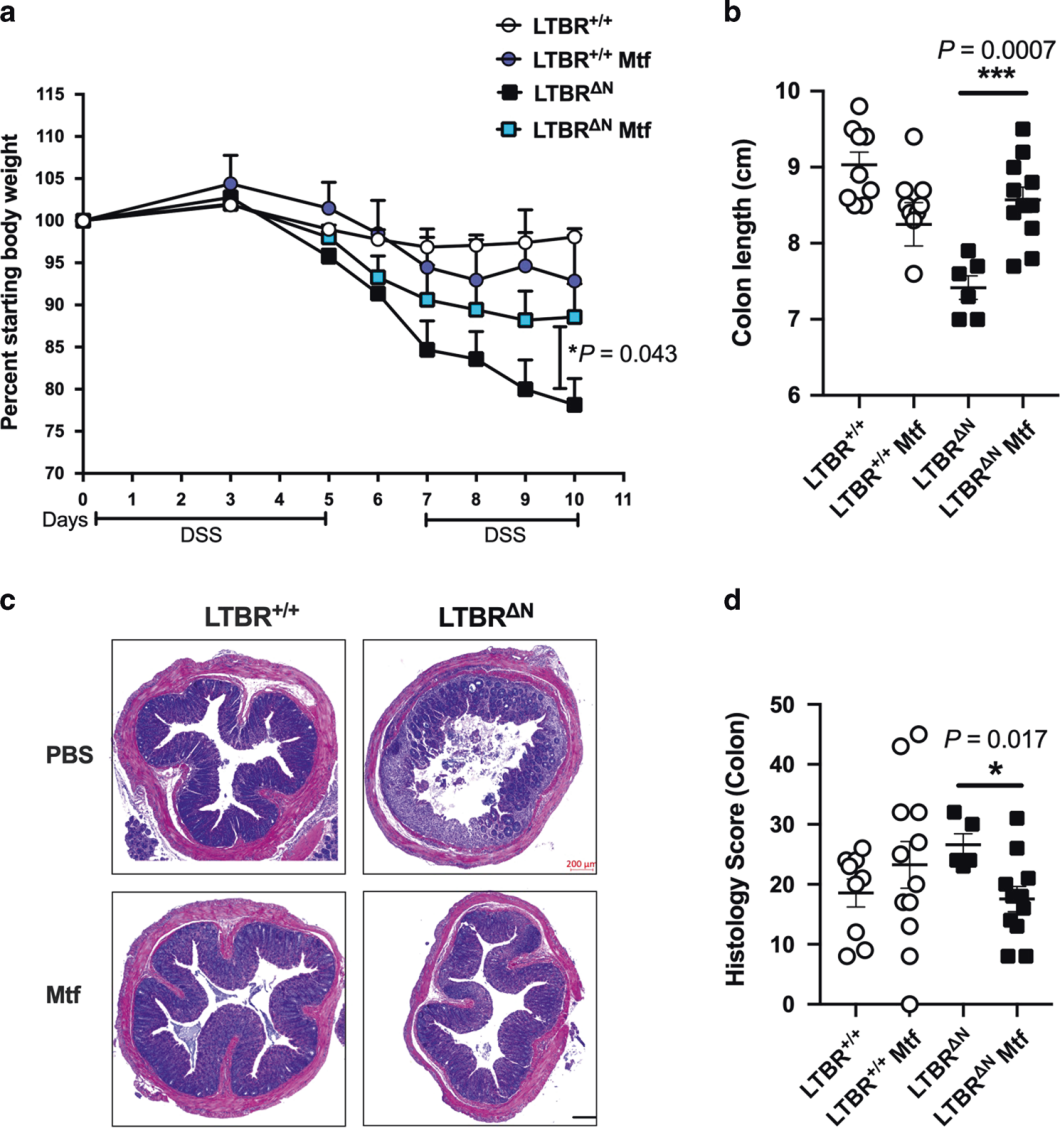
LTβR driven neutrophil metabolic activation causes exacerbated DSS-induced colitis. Colitis was induced in *Ltbr*^* fl/fl*^ × Mrp8-Cre (LTβR^ΔN^) and control littermates by 2.5% DSS. Metformin (Mtf, 200 mg/kg) or PBS was administered every other day by oral gavage and disease parameters were measured over time. **a** Weight loss was monitored daily as % starting body weight. **b** Colon length at endpoint of experiment. **c** H&E stained representative sections from distal colon with (**d**) blinded total histological score. Data represents three independent experiments (**a**, **c**) or is combined from three independent experiments (**b**, **d**). Significance tested by two-way ANOVA (**a**) or student’s *t* test (**b**, **d**). Scale bar, 200 μm. Error bars represent SEM.

## Discussion

LIGHT binds to HVEM and LTβR, but each receptor has binding partners in addition to LIGHT.^9^ Despite this possible source of redundancy, the LIGHT–LTβR interaction has unique functions in contributing to intestinal barrier dysfunction, causing fibrosis, and contributing to multi-organ inflammation when Light is overexpressed in T cells.^8,32–34^ In contrast to these pro-inflammatory functions, our previous work showed that the LIGHT–LTβR interaction prevented severe colitis induced by T-cell transfer or DSS.^6,10^ Therefore, the outcome of LIGHT signaling to the LTβR is highly context and cell type specific. In this study, we aimed to determine which LTβR expressing cell types were critical for providing protection from severe colitis, and which mechanism(s) downstream of the LIGHT–LTβR interaction were affording this protection.

Here we report three novel findings. First, we determined that neutrophil LTβR expression was important for preventing the exacerbation of inflammation in the colon induced by DSS. Second, we showed that LTβR expression in BM neutrophils regulates their metabolism at steady state, affecting several pathways including ROS production. Third, we showed that these differences in metabolism are also present in colonic neutrophils after DSS treatment, and our data linked the exacerbated inflammation resulting from the absence of LIGHT–LTβR signaling to altered mitochondrial metabolism and ROS generation.

Our data on a protective role for LTβR signaling in DSS colitis is partially consistent with other reports.^12,35^ Here, we provided novel data that neutrophils are the important cell type. The previous work implicated macrophages, based on the analysis of LysM-Cre mediated deletion^35^ and the observation that few neutrophils express LTβR.^35^ In contrast, we found previously that colonic neutrophils in DSS-treated mice had more *Ltbr* mRNA compared to monocytes and other colon cell types,^6^ and here we demonstrated that all BM neutrophils expressed surface LTβR. Furthermore, LysM-Cre deletes genes in neutrophils as well as macrophages. Moreover, although mature lamina propria macrophages express Cx3cr1,^18^ the results comparing *Ltbr* deletion using Mrp8-Cre to Cx3cr1-Cre ERT were striking in showing that only the neutrophil-specific gene deletion augmented colitis severity.

Increased levels of activated neutrophils in the colon are a hallmark of active IBD,^16^ and neutrophil proteins calprotectin, lipocalin, and myeloperoxidase (Mpo) are used as disease biomarkers.^36^ We found increased neutrophils in the colon of LTβR^ΔN^ mice, but we did not find evidence for increased generation and mobilization of neutrophils at steady state or homing to the intestine in DSS-treated mice. These data suggest altered homing was not the cause of worsened disease. Because of the balance of beneficial and pathologic impacts of neutrophils on colitis,^16^ however, we have not carried out neutrophil depletion. In fact, most mouse studies agree that neutrophil depletion aggravated disease,^37^ whereas modulation of neutrophil effector functions has been successfully employed in multiple pre-clinical studies.^16^

While our previous data indicated that abrogated LIGHT–LTβR interactions are responsible for severe disease,^6,10^ a previous study found that the absence of LIGHT was protective^38^ and that the absence of LTβ was the relevant ligand for increased colitis when it was missing from T cells.^35^ Although the previous work analyzed an acute DSS-induced model, in our experiments, deficiency for LIGHT accelerated disease in both the acute and chronic models.^6^ Likely this discrepancy may be due to microflora or other differences in mouse colonies. We note that LIGHT deficiency increased colitis even in DSS-treated *Rag*^*−/−*^ mice and therefore LIGHT was acting not in T cells but in the innate immune system.^6^ Colonic neutrophils expressed high amounts of both LIGHT and LTβR mRNA,^6^ suggesting a possible autocrine signaling loop mediated by LIGHT, although the cell type providing the required LIGHT remains to be identified. LTβR-dependent effects of LTβ in moderating severe colitis due to expression by T cells are not ruled out by our work, however, and overall the data indicate how the analysis of cell-type-specific effects of gene deficiency are essential in this complex system of ligands and receptors.

Regarding the second novel point, our findings support the hypothesis that LIGHT–LTβR signals affect BM neutrophil metabolism at steady state. The data suggest that the need for the LTβR signal was not confined to a discrete point during neutrophil differentiation, however, because blocking LTβR during disease onset also increased colitis pathogenesis.^6,39^ Furthermore, addition of LIGHT to WT blood neutrophils in vitro that were exposed to inflammatory cytokines dampened their metabolic response. This steady state effect of LTβR may be analogous to its effect on the organization of B and T lymphocytes in the spleen, where continual LTβR signaling is required.^32^ It remains to be explored which signaling pathways mediate the effect of LTβR on neutrophil energy metabolism. One factor might be TRAF3, which is known to participate in LTβR signaling.^33^ Deletion of TRAF3 in B cells phenocopied the activated mitochondrial phenotype and increased glucose uptake we observed in LTβR-deficient neutrophils.^34^ Regardless, while at steady state LTβR-deficient neutrophils have a higher metabolism, this is increased further when activated in several different ways, including exposure to fMLP and by exposure to inflammatory cytokines, which induces transcriptional activation of genes in this pathway. We propose that whether this contributes to inflammation, however, depends on other signals present in the tissue milieu.

Neutrophils are mostly reliant on glycolytic pathways, but energy metabolism is highly regulated during granulopoiesis and requires robust mitochondrial oxidative metabolism in progenitor cells.^40^ In line with this, aspects of the mitochondrial, oxidative neutrophil phenotype we describe are also found in c-kit^+^ neutrophils.^41^ As mature cells, when neutrophils encounter microbes, their effector response requires large ATP quantities sustained by glycolysis,^28^ but several recent reports also describe essential roles of mitochondria in the neutrophil response,^42–44^ including ROS production.^26,43^ Neutrophils more reliant on oxidative metabolism that produce ROS in the tumor microenvironment also have been described,^41^ and the dysregulation we observed in neutrophils from LTβR^ΔN^ mice may be similar to the aberrant neutrophil phenotype in the tumor microenvironment.

Consistent with the importance of LIGHT–LTβR interactions, we found evidence for an effect of LIGHT on energy metabolism in neutrophils by adding LIGHT in vitro or by analyzing cells from LIGHT-deficient mice. The effect in LIGHT-deficient mice was less pronounced than in LTβR^ΔN^ mice, suggesting the germline deletion of LIGHT could have compensating effects in different cell types. For example, LIGHT was reported to protect against diet-induced obesity, glucose intolerance, and insulin resistance^45^ and regulate lipase expression and lipid homeostasis by interacting with LTβR on cells other than neutrophils.^46,47^

With respect to the third novel point, our data suggest that the exacerbated colitis in the absence of LIGHT–LTβR signaling in neutrophils was caused in part by metabolic changes, especially increased ROS generation. Multiple lines of evidence from this and other studies support this conclusion, including the LIGHT–LTβR dependence of expression of genes related to metabolism, the increased metabolic function of LTβR-deficient neutrophils at steady-state and in the colon during colitis, and their enhanced response to signals such as fMLP. Other studies reported beneficial effects for NAC in colitis^29,48^ or have used metformin to reduce endogenous ROS^31^ and ameliorate DSS colitis.^49,50^ While our data using NAC did not quite reach significance, and we did not observe an effect of Metformin in WT mice, lowering mitochondrial and NADPH-dependent ROS output and glucose availability with metformin effectively blocked the severe disease phenotype of LTβR^ΔN^ mice. Therefore, taken together, these data support, although they do not prove, the hypothesis that altered neutrophil metabolism contributes to increased inflammation in the intestine. Because of the different metabolic effects of Metformin, however, it remains uncertain if increased ROS is the sole or main contributor to altered neutrophil function in the absence of LTβR.

Dysregulation of a proposed LTβR-mediated “metabolic brake” may be particularly consequential in the colon. Ample literature exists implicating reactive oxygen and nitrogen species in the pathogenesis of IBD,^51–53^ but therapeutic targeting with various antioxidants has only shown limited success clinically.^54^ This may be explained in part by the fact that ROS is also essential to support an efficient innate immune response which protects from colitis susceptibility.^55^ In fact, a reduced amount of ROS production is likely a causal factor in some pediatric IBD patients, and linked to alterations in genes that regulate glycolytic metabolism.^27^ Up to 40% of chronic granulomatous disease patients develop colitis, characterized by inadequate NADPH-oxidase mediated and mitochondrial ROS generation^56^ within phagocytes.^55^

The energetically dysregulated phenotype and heightened ROS from LTβR-deficient neutrophils, resulting in more severe inflammation, could result in a feed-forward loop that exacerbates the DSS-induced colitis. This could explain the increased colonic synthesis of mRNA for chemokines such as CXCL1 and CXCL2 and the increased neutrophil accumulation observed.^6^ We did not detect increased inflammatory IL-6 or TNF production in colonic fragment cultures, which may reflect the early timing of the assay. By no means do we exclude other LTβR-dependent effects on neutrophil functions contributing to colitis, aside from metabolic changes, that were previously reported to be dependent on LTβR signaling.^5,9^ We also note that neutrophil survival may be altered in the absence of LTβR signals in the colon, suggested by the increase in these cells after DSS treatment. At steady state using cultured BM cells, however, there was no difference in the survival of LTβR-deficient neutrophils.

The relevance of our findings for IBD patients remain to be determined. DSS may induce mucosal changes more similar to acute injury than colitis. In knockouts of the LTβR ligand LIGHT, however, we found increased disease and a similar activation of the innate immune response in both the DSS and T-cell transfer models. A region on chromosome 12, including *CD27*, *TNFRSF1A*, and *LTBR*, is associated with Crohn’s disease risk.^57^ Recently, a transcriptomic signature of neutrophil activation has been associated with poor outcome in a study of UC patients.^58^ Our data show that the LIGHT–LTβR signaling network requires cell-type specific fine-tuning to prevent inflammatory disease. This is relevant to currently ongoing clinical trials that use decoy receptor 3 fusion proteins, which block LIGHT–LTβR along with other TNFSF–TNFRSF interactions,^59^ as well as a LIGHT-targeting antibody tested for the treatment of IBD^60^ (phase 1b, NCT03169894).

## Material and methods

### Animals

All mice were bred and housed under specific pathogen-free conditions at the La Jolla Institute for Immunology (La Jolla, CA). All mice were on the C57BL/6J background. All Cre-recombinase expressing mice were from the Jackson Laboratories; Bar Harbor, ME. LTβR^*Δ*N^ mice were generated by crossing B6.Cg-Tg(S100A8-cre-EGFP)1Ilw/J (Mrp8-Cre) strain mice to *Ltrb*^*fl*/*fl*^ mice.^20^ Deletion of *Ltbr* in other cell lineages was done by crossing *Ltrb*^*fl*/*fl*^ mice either to tamoxifen-inducible Cx3cr1-Cre ERT (B6.129P2(C)-*Cx3cr1*^*tm2.1(cre/ERT2)Jung*^/J), Fsp1-Cre (B6.C-Tg(S100a4-cre)1Egn/JhrsJ), or Villin-Cre (B6.Cg-Tg(Vil1-cre)997Gum/J) expressing mice. To prevent hematopoietic off-target deletion by Fsp1-Cre, BM chimeras were generated by grafting sub-lethally irradiated *Ltbr*^ *fl/fl*^ × Fsp1-Cre mice with 1 × 10^7^ cells of WT BM, to achieve fibroblast-specific deletion. To analyze monocyte- and macrophage-specific conditional deletion, *Ltbr*^ *fl/fl*^ × Cx3cr1-Cre ERT mice were treated with 1 mg tamoxifen twice before the start of DSS treatment and tamoxifen administration was continued during DSS treatment. LIGHT-deficient mice (*Tnfsf14*^−/−^) were provided by Dr. Klaus Pfeffer (University of Düsseldorf, Germany).^61^ All procedures were approved by the La Jolla Institute for Immunology Animal Care and Use Committee and are compliant with the ARRIVE standards. Mice were littermates and animals in all experiments were age and sex matched. Mice of both sexes were analyzed, and mice were sex matched for individual experiments.

### Chronic DSS-induced colitis

Mice received 2.5% DSS (Affymetrix) in the drinking water for a maximum of three cycles. As previously described, one cycle is comprised of 5 days of water plus DSS and 2 days with regular drinking water.^10^ Animals in all experiments were age and sex matched. Mice of both sexes were analyzed, but mice were sex matched for individual experiments. Body weight and appearance were monitored daily. Mice were euthanized, in compliance with approved animal protocols, within 24 h of losing more than 20% of their starting body weight.

### Histology and immunohistochemistry

Following measurement of colon length, a piece of distal colon and cecum were fixed in zinc formalin (Medical Chemical Corporation). Following paraffin embedding, fixed tissue was stained with H&E. For Mpo immunohistochemistry staining, anti-Mpo antibody (ab9535, Abcam) was used. Images were generated from 5 or more sections per organ on an Axioscan-Z1 platform (Zeiss) using Zen-2.3 software. Slides were scored according to previously described criteria^6^ by a pathologist blinded to the experimental condition.

### Flow cytometry and antibodies

Fluorochrome-conjugated monoclonal antibodies and metabolic dyes and staining conditions are listed in Supplementary Material. Data were acquired using Fortessa or LSR II flow cytometers (BD Biosciences). Metabolic marker fluorescence intensity depends on the instrument type and laser intensity, and therefore does not allow inter-experiment comparisons.

### Metabolic flux analysis

The real-time OCR and ECAR were measured using an XFe96 extracellular flux analyzer (Seahorse Bioscience). For detailed conditions see Supplementary Material.

### Phagocytosis assay

Neutrophil phagocytosis was assessed by flow-cytometric quantification of fluorescent bead uptake during 30 min incubation in the presence or absence of 1 μg/ml LPS. pH-sensitive phRodo bioparticle-beads (Invitrogen) were used according to the manufacturer’s protocol and surface marker staining was performed after phagocytosis. Data recorded as percent of neutrophils with quantifiable levels of bead uptake.

### Bacterial infections

*S. pneumoniae* URF918 strain was cultured at 37 °C in an incubator with 5% CO_2_. Bacteria were grown in Todd Hewitt broth (BD Biosciences). During mid-log phase, bacteria were harvested, washed twice in phosphate-buffered saline (PBS) and 1–5 × 10^6^ CFU, in a volume of 45–50 μl PBS, were used for retropharyngeal infection. Lungs were harvested 2 dpi, homogenized, and spread on blood agar plates for determination of CFU.

### Microscopy (TEM, confocal)

For TEM, 1 × 10^6^ purified neutrophils were fixed in 2% glutaraldehyde in 0.1 M sodium cacodylate buffer and processed according to the University of California San Diego EM core protocol. For confocal microscopy, 1 × 10^6^ purified neutrophils were stained with antibodies as described for flow cytometry, and fixed in 2% para-formaldehyde for 30 min. Tom20 (D8T4N, Cell Signaling Technologies) antibody was used for detection of mitochondria. Cells were cytospun on glass coverslips and mounted in the presence of DAPI. Images were acquired on a ZEISS LSM 880 inverted confocal microscope with a 63×/1.46 NA plan-apochromat objective. The Airyscan module was used to improve resolution and signal-to-noise ratio. Automated image quantification was performed in Imaris (Bitplane) using the spot detection algorithm.

### Colon explant cytokine quantification

For cytokine explants, four 3 mm punch biopsies were obtained from distal colon at the end of the first DSS cycle (day 5). Biopsies were cultured in 48-well plates with 500 μL RPMI containing 10% FBS for 6 h. Supernatants were collected and analyzed by ELISA (Thermo Fisher) according to the manufacturer’s protocol.

### RNA-Seq

Details of RNA-Seq data acquisition and analysis are described in Supplementary Material. The raw fastq files have been submitted to the Gene Expression Omnibus under accession number GSE150243.

### Statistical methods

Data are plotted as mean ± standard error of the mean (SEM), and statistical significance was determined by using the Mann–Whitney *U* test or unpaired *t* test. Significance for multiparameter comparisons was determined by two-way ANOVA.

## Supplementary information

Supplementary File

## Data Availability

All flow cytometry analysis was conducted using FlowJo 10.4.2 software (FlowJo, Ashland, OR). All graphs and statistical analysis were generated using Prism 8 software (GraphPad Software, San Diego, CA). Automated quantifications were generated using Imaris (Bitplane).

How the deposited data were processed for this re-analysis (not part of the article)

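Blood neutrophils of 7 control and 9 LTβR ΔN libraries were measured by bulk RNA-Seq, and each library was assigned to its genotype and treatment label from the names of the deposited columns and the sample labels. The authors deposited 1 table of whole-number counts of reads per gene symbol, made by HTSeq according to the table's name, without normalization. The paper's text refers to its supplement for the acquisition and analysis of these data, which was not used here, so the aligner, genome build and statistical test behind the authors' lists are not named. Doses and times given beside the data are those of the treatment protocol.

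Totals of the 16 libraries lay between 1094335 and 11932653 counts, and those of stimulated LTβR ΔN neutrophils had the lowest median. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, which left 9213 of 23337 gene symbols. Counts were fitted with edgeR 4.0.16 in R 4.3.3, using TMM factors, 1 coefficient per group and the quasi-likelihood test over all 16 libraries. Benjamini-Hochberg adjusted p-values under 0.05 counted as changed. CPM values were computed with TMM factors, and set scores are means of log2 CPM with a prior count of 2.

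Gene sets were lists of 12 kinds written before the data were examined, and their genes were compared with all others by camera in limma 3.58.1 with a preset correlation of 0.01, adjusted over 60 tests. The rule that builds 1 list was corrected after gene symbols and the values of some single genes were seen and before any set result. The self-contained fry test and camera with an estimated correlation were run beside it. Levels of single genes and sets were compared by exact two-sided permutation tests, whose smallest p-value is 0.0286 for 4 libraries against 3 and 0.00794 for 5 against 4. The number of listed genes expected by chance among changed genes was taken from their share of the tested genes. The genes named are those the paper names in its text on these data or in bold in Fig. 2a, genes of the receptors and ligands, 3 genes per direction with the smallest adjusted p in 3 comparisons, and Cish, Socs3 and Nfkbia. Named besides these are Sod2, Sdhd, the paralogs Ap1s2 and Ap1s3, and the immature neutrophil genes Camp, Ltf and Ngp. Lta was listed with 0 counts in every unstimulated library and no fold is given.

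The test was run first on simulated counts with the real libraries' sizes and means. Of 200 genes changed by 1.5-fold, 2-fold and 4-fold, 5.5%, 30.5% and 60% were recovered, with 5 false calls among 16, 66 and 125 calls. Library pairs of the same group differed by more than sampling noise, with chi-square values of 7.12 to 50.4 per degree of freedom over 25 pairs, so no library was counted as a repeat of another. Alternatives set beforehand were DESeq2's size factors, upper-quartile scaling, both filters on low counts, the library index as a covariate (S520 in 6 and S521 in 10 libraries), removal of a gene length trend, 1 surrogate variable from sva 3.50.0, a fit of the compared groups only, DESeq2 1.42.0, other thresholds, and each library left out in turn. Scaling by library totals only and a block for the number in the column names were added after seeing the data. Gene places and lengths were taken from GENCODE M21 on GRCm38 by symbol, which matched 22848 symbols or 97.9% of the table, of them 1919 through older symbols. The paper's text does not name the build used to count the reads.

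Markers of B cells, T cells, erythroid cells, platelets, monocytes, eosinophils and immature neutrophils served only to weigh other cells as a source of signal. Transcripts of the mitochondrial genome were not analysed, as 0 of them were in the table used.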

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

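Of the tests of explanations in this part, 3 kinds were set before their values were seen. These were on the length of genes in libraries 68 and 76, on the median of low-level transcripts in library 80 and on genes next to Ap1s1. The gene and set tests of the main model, the index as a covariate and the estimated correlation were also set beforehand. The other tests of explanations were chosen only after the result was seen. Among 63 groups of values examined for a single library far from the others, 11 were picked out where 3.15 are expected by chance, and they fell in 6 libraries.

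The genes of STAT and NF-kB responses, which the paper does not discuss, were higher in control libraries labelled stimulated by a median log2 fold change of 1.47 and 2.50. In LTβR ΔN libraries the medians were 1.09 and 2.24, so the rise cannot rest on LTβR as a whole, which those cells express at a small fraction of the control level. With the index as a covariate the STAT median in control neutrophils was still 1.12. That fit rests on library 73, the only unstimulated library with the index of the stimulated ones, so it cannot exclude the index. No library labelled unstimulated reached the range of the stimulated libraries in its STAT score (0 libraries), which argues against exchanged labels. Cish, a target of GM-CSF signalling, lay at 0.426 to 5.60 CPM in unstimulated and 239.8 to 589 CPM in stimulated libraries. These levels argue against GM-CSF having acted in the unstimulated libraries. A biological part of LIGHT or of HVEM remains open. The values go with the cytokines having been added only to libraries labelled stimulated, as the design text of the series reads. In that reading the comparison of labels would measure cytokines, alone or together with LIGHT, since no label states whether LIGHT was added.

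The change between treatment labels was smaller in LTβR ΔN than in control neutrophils for both lists, with median interactions of -0.38 for STAT and -0.32 for NF-kB responses. Of 100 regroupings, the real one included, 1 gave as large a STAT value (the real one) and 21 as large an NF-kB value. Genes of each list vary together, which may explain the calls: with the correlation estimated, the adjusted p-values rose to 0.486 and 0.486. Between genotypes, the STAT median was 0.28 in unstimulated (1 of 35 groupings as large, the real one) and 0.022 in stimulated neutrophils (limma camera adjusted p = 0.912). In unstimulated neutrophils the largest other grouping gave 0.271 against 0.278. Their mean STAT level did not separate the genotypes (exact two-sided permutation test, p = 0.143). The NF-kB median was 0.23 in unstimulated (11 of 35 as large) and -0.044 in stimulated neutrophils (limma camera adjusted p = 0.595). By these medians the interaction lies mostly in the unstimulated libraries.

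Ap1s1, a subunit of a clathrin adaptor on chromosome 5 of GRCm38 from 137034993 to 137046135, is not discussed in the paper and was higher in LTβR ΔN neutrophils by 3.25 on the log2 scale among stimulated libraries, all of 1 index, and by 3.32 among unstimulated ones. The shared index argues against a difference of index. Its paralog Ap1s2 had a log2 fold change of -0.29 (edgeR adjusted p = 0.962), within its standard error of 0.297, which argues against reads shared with Ap1s2. The paralog Ap1s3 was higher by 1.56 (standard error 0.997) among stimulated and by 0.45 (standard error 1.09) among unstimulated libraries. Its mean was 1.86 CPM, too low a level to decide whether reads are shared with Ap1s3. Of 24 comparisons of 12 neighbours within 500000 bases of Ap1s1, 2 had an unadjusted p under 0.05 where 1.1 are expected, so a wider change around Ap1s1 was not seen. A candidate explanation that stays open is the Mrp8-Cre transgene or its site of insertion, or strain variants near it, which were not tested here. Of 100 groupings of the stimulated libraries 1, the real one, gave as many changed genes, and 3 of 35 did so for the unstimulated ones, the real one included.

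Libraries 68 and 76, whose column names share a number, stood apart in the ETC score. It was 5.24 in the unstimulated LTβR ΔN library 68, against 5.65 to 5.72 in the others of its group, and 5.19 in the stimulated LTβR ΔN library 76, against 5.48 to 5.56. Removal of a gene length trend narrowed the gap to the nearest library of the group from 0.40 to 0.23 for library 68 and from 0.30 to 0.14 for library 76. Both stayed below their groups (2 of 2), which argues against that trend as the whole cause, while a part of the pattern may follow length. Depth has no common direction, since library 76 had the largest total of its group (8575222 counts) while library 68 had the smallest (1094335). The cytoplasmic ribosome score was also the lowest of its group in both (2 of 2), so the low score was not confined to mitochondrial genes. A shared source such as the animal may be behind it, but the paper's text and the labels do not explain the number and no biological explanation was tested. Library 76 also had the lowest share of counts in 10 genes among the stimulated LTβR ΔN libraries (14.2%) and B cell markers at 0.248 CPM, and library 68 had B cell markers at 2.40 CPM, values near the floor.

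Control stimulated library 80 had the fewest genes detected of its group (8574) and the lowest mitochondrial gene expression score (2.00 against 2.54 to 2.58). Its total of 7809748 counts exceeded that of library 81, which argues against depth. The median log2 difference of the mitochondrial genes from the other libraries was -0.071, near that of all genes (-0.078), and random lists of the same mean expression had a median of -0.19, so the median does not carry the low score and decides nothing. The mean difference was -0.56, and 2391 of 10000 random lists of the same mean expression had a mean as low, where the median of their means was -0.43. A hypothesis is that low-level transcripts in general may be fewer in this library. The ETC score of control stimulated library 81 (5.47) was the lowest in a group that spanned 5.47 to 5.52, a small range. Platelet markers summed to 14.1 CPM in unstimulated LTβR ΔN library 67 and 12.7 CPM in stimulated LTβR ΔN library 77. No biological explanation was tested for these 3 libraries.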

How the results depend on the processing

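The block and the scaling by library totals only were chosen after the data were seen, and the counts of other divisions for set medians and the interaction only after the result was seen. Medians below are log2 fold changes of the lists, and p-values of sets are adjusted over 60 tests. The rise of STAT and NF-kB genes between treatment labels, Ltbr and Ap1s1 by genotype, Cish, Socs3, Nfkbia, Tnfaip3, Dusp6, Osgin1 and Plk3 kept their direction and their side of the threshold in all fits in which they were tested. No ETC or mitochondrial gene expression median passed the threshold in any comparison under any alternative apart from fits without library 68. For every change listed in this part the cause was not tested, except where fewer genes or libraries entered the fit.

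With DESeq2's size factors the ETC median between labels in control was 0.0022. With upper-quartile scaling Cox4i1 and Gpx4 were at -0.013 and -0.032, 2 mitochondrial or ROS genes were among the 50 smallest p-values, and the STAT interaction was -0.36 (limma camera adjusted p = 0.0523). With every gene of at least 1 count the ROS median in control was 0.045 (limma camera adjusted p = 0.0517), the STAT interaction was -0.28, 2 genes were in the 50 and 4 genes differed between unstimulated genotypes. With at least 10 counts in every library the ETC median in control was 0.0015, mitochondrial gene expression and ROS between labels in LTβR ΔN were 0.045 and 0.0070 (limma camera adjusted p = 0.034 for ROS), the mitochondrial interaction was -0.033 and the STAT interaction -0.15. That filter gave 2 genes in the 50 and left 1 gene by genotype when stimulated and 1 when unstimulated, as Ltbr falls under it.

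With library totals only, the median of all genes moved by over 0.1, from -0.024 to -0.27 between labels in control, and values there are to be read against that shift. Atox1 was then at -0.059, Atp5e at -0.10, Cox8a at -0.15, Cyba at -0.14, Atp5j at -0.16, Tomm7 at -0.11, Cox4i1 at -0.22, Ndufa3 at -0.18 and Gpx4 at -0.23, and the ROS median at -0.19. By genotype when unstimulated, the ETC median was -0.051, mitochondrial gene expression -0.0076 and Ltb -0.039, and the STAT interaction was -0.30 (limma camera adjusted p = 0.058). More genes were then lower than higher, with 201 higher and 272 lower between labels in control and 216 and 293 in LTβR ΔN. The ETC median differed from that of all genes by 0.014 with either scaling, a gap that 1 scale factor for all genes leaves as it is, so it decides nothing about the cause.

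With the index as a covariate, 157 genes differed between labels in control and 79 in LTβR ΔN, where index and treatment label coincide. The index term rests on unstimulated control library 73 against 71 and 72. The ETC and mitochondrial medians in control were then 0.083 and 0.041, Taldo1 0.017, mitochondrial and ROS medians in LTβR ΔN 0.063 and 0.19 (limma camera adjusted p = 0.00159 for ROS), the mitochondrial median by genotype when unstimulated -5.45e-04, and 1 gene passed in the interaction. With the gene length trend removed, the ETC median in control was 0.0098, ROS in LTβR ΔN 0.027 (limma camera adjusted p = 0.0326), and by genotype when unstimulated ETC -0.015 and Ltb -0.028. With 1 surrogate variable the mitochondrial median was 0.088 in control and 0.078 in LTβR ΔN, ROS in LTβR ΔN 0.033, Cox8a -0.011, Atp5j -0.031, Gpx4 -0.11, the mitochondrial interaction -0.0099, and the STAT and NF-kB interactions -0.19 and -0.24 (limma camera adjusted p = 0.0515 and 0.0661).

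With only the compared groups in the fit, the STAT and NF-kB medians by genotype when unstimulated were 0.28 and 0.24 (limma camera adjusted p = 0.0931 for both), and 2 genes were in the 50. DESeq2's test gave an ETC median of 0.0019 in control, 2 genes in the 50, and 14 and 4 genes by genotype when stimulated and unstimulated. Under fry and with the estimated correlation, the STAT and NF-kB medians by genotype when unstimulated (0.28 and 0.23) and in the interaction (-0.38 and -0.32) no longer passed, and with the estimated correlation neither did ROS in control (0.053, limma camera adjusted p = 0.34). At an unadjusted p under 0.01, 512, 577, 136, 56 and 60 genes passed in control, in LTβR ΔN, by genotype when stimulated, by genotype when unstimulated and in the interaction.

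The paper's text and the labels do not say what the numbers in the column names mark. The 7 same-numbered pairs deviated together with correlations of 0.038 to 0.22, of which 3 exceeded 0.1, against -0.14 to 0.052 for 25 other pairs, so same-numbered libraries mostly lay closer than others. No number occurs in both genotypes. Not every pair exceeded 0.1 and what the numbers mark stays unclear, so the fit without the block was kept and pairing stays open. With the replicate block, 324 and 343 genes differed between labels, Cox4i1 was at -0.011, 2 genes were in the 50, the ROS median in LTβR ΔN was -0.046 (limma camera adjusted p = 0.00671) and the mitochondrial interaction was -0.0028. The block changed no other call.

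Each library left out in turn gave the following ranges. The ETC median lay between -0.044 and 0.025 in control (above 0 without library 71), -0.19 and -0.030 in LTβR ΔN (past the threshold without 68), -0.060 and 0.036 by genotype when stimulated (above 0 without 76 or 80), -0.018 and 0.12 when unstimulated (below 0 without 70, past the threshold without 68) and -0.22 and -0.041 in the interaction (past the threshold without 68). Mitochondrial gene expression lay between -0.15 (without 83) and -0.033 (without 80) in control. It lay between -0.13 and 0.025 in LTβR ΔN (above 0 without 76), -0.039 and 0.15 by genotype when stimulated (below 0 without 75 or 77), -0.031 and 0.085 when unstimulated (below 0 without 67 or 73), and -0.13 and 0.10 in the interaction (below 0 in 10 of 16 fits). ROS lay between -0.0085 and 0.082 in control (below 0 without 82, lost without 73 or 82), -0.11 and 0.017 in LTβR ΔN (above 0 without 69 or 70, past the threshold without 69), -0.030 and 0.049 by genotype when stimulated (below 0 without 75, 77, 78, 81 or 83) and 0.067 and 0.16 when unstimulated (past the threshold without 67, 68 or 71).

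The STAT median by genotype lay between -0.067 and 0.058 when stimulated (below 0 without 76, 78 or 80) and between 0.12 and 0.34 when unstimulated (lost without 72), and NF-kB when unstimulated between 0.10 and 0.58 (lost without 67, 70, 71 or 72). The STAT interaction lay between -0.38 and -0.17 and the NF-kB interaction between -0.61 and -0.091, each lost in 8 of 16 fits. Without library 71, 6 genes differed by genotype when unstimulated and 2 in the interaction, against 2 or 3 and 0 in the other fits that left out 1 library. Between 1 and 2 mitochondrial or ROS genes were in the 50 (2 without 72 or 83). Ltb when unstimulated lay between -0.014 and 0.056, Cox4i1 between -0.019 and 0.079 and Gpx4 between -0.054 and 0.079.

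Divisions of the libraries into groups of the same sizes, with the real one counted in each number, gave as many changed genes in 1 of 35 between labels in control, 1 of 100 in LTβR ΔN, and in 100 of 100 for the interaction, where 0 genes is the least any can give. For set medians in control, 30 of 35 were as large for ETC, 13 for mitochondrial gene expression, 18 for ROS, 1 for STAT and 1 for NF-kB. In LTβR ΔN they were 45, 76, 37, 1 and 1 of 100 in that order. By genotype when stimulated they were 77, 50, 88, 78 and 60 of 100, and when unstimulated 32 for ETC, 22 for mitochondrial gene expression and 11 for ROS of 35. For the interaction they were 41, 94 and 20 of 100.

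The median total of stimulated LTβR ΔN libraries was 2408608 counts. At the real library sizes a 2-fold change between genotypes was recovered for 30.5% of 200 simulated genes, so smaller changes of single genes would mostly be missed. Depth was not varied apart from the number of libraries.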

Differences from the paper's values

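The tests of this part were set before the data were examined, except scaling by library totals only, which was chosen after seeing the values. The paper compares LIGHT with no LIGHT, with cytokines in both arms. The comparison of labels here may carry the cytokines, alone or with LIGHT. A difference between labels therefore need not contradict the paper's effect of LIGHT. The paper gives 11 mitochondrial or ROS genes among the 50 genes with the smallest p-values in control neutrophils, and 1 was found here. Each alternative set before the data were examined gave 1 or 2, so none closed the gap.

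The paper gives 458 changed genes and 321 were found here, within 1.5 times. The counts may come from unlike comparisons, so their nearness is no sign of the same genes. Of the genes read by eye from Fig. 2a, 0 were among the 50 with the smallest p-values here. With the index as a covariate (157), 1 surrogate variable (267), only the compared groups (253), and 5 of 7 fits without 1 library, the counts fell further below. DESeq2's test gave 432 and an unadjusted p under 0.01 gave 512, and library totals only, chosen after seeing the values, gave 473.

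The paper states that more genes fell than rose with LIGHT, while 260 rose and 61 fell here between labels. It shows the mitochondrial and ROS genes in bold in Fig. 2a as lower with LIGHT, while 9 of 11 were higher here and 0 passed. Of 39 genes read by eye as lower in Fig. 2a, 28 were higher here, and of 11 read as higher, 9 were lower. With library totals only, chosen after seeing the values, 272 genes fell and 201 rose, 11 of the 11 bold genes and 38 of the 39 were lower, and Taldo1 passed the threshold (-0.36, edgeR adjusted p = 0.027). The genes shown as higher were then lower too, 11 of 11, and the median of all tested genes was -0.27. Fig. 2a does not show LTβR ΔN neutrophils. Between their labels, with TMM scaling, 25 of the 39 were lower and 9 of the 11 higher, the figure's direction, and 0 passed.

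The paper states that ETC genes and components of every complex were higher without LIGHT, with ROS sets alike. Here the ETC median was -0.010 and did not pass, no complex passed, and the ROS median was 0.053 in the opposite direction. The median of mitochondrial gene expression was -0.090, lower with stimulation and not past the threshold. With library totals only, chosen after seeing the values, the ETC median was -0.26 (7 genes higher and 68 lower), that of mitochondrial gene expression -0.35 (22 and 70) and that of ROS -0.19 (8 and 24). These are in the paper's direction, beside the lower median of all genes, and none passed. The ROS median was also below 0, at -0.0085, without library 82. For LTβR ΔN neutrophils the paper states higher mitochondrial and ROS genes and higher complex I, III, IV and V transcripts. The medians here were -0.041 for ETC, 0.057 for mitochondrial gene expression and 0.0091 for ROS, with complexes I and V at -0.054 and -0.073 and III and IV at 0.11 and 0.033, and none passed. The ETC median was above 0, at 0.036 and 0.031, without library 76 or 80.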

Other observations

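The test on gene length in Fig. 2a was set before its values were seen. The tests of the main model and the estimated correlation were also set beforehand. The others in this part were chosen only after the result was seen. Among them was the shared axis, for which the values of these genes in each library had been seen. The 5 tests planned for a fall of ETC genes with LIGHT in control neutrophils were not applied, as that fall was not seen with TMM scaling.

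The 39 genes shown as lower in Fig. 2a, read by eye, had a median length of 1648 bases over the union of each gene's exons and the 11 shown as higher one of 11470, against 4434.5 for all tested genes. Of 10000 random lists of the same mean expression 0 were as short as the first or as long as the second. Without mitochondrial, ROS and ribosomal genes the 21 others shown as lower had a median of 1837 (0 of 10000 as short). A hypothesis is that the figure's contrast may lie partly along an axis related to transcript length. The median of the genes shown as lower minus that of the genes shown as higher was the lowest of its group in libraries 68 and 76 (2 of 2), at -0.16 and -0.77. This pattern was found from the figure's own names, and whether it is technical or biological was not separated.

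The control stimulated library 82 had platelet markers summing to 206 CPM, where the other libraries had 6.23 to 55.4 CPM. Of 6 markers, 5 were higher there than in the other 3 libraries of its group, while platelets in the sample would be expected to raise all 6, so platelets are a candidate source that these values leave open. The test as first written would have counted any marker that was not higher against platelets, and the reading that this leaves the source open was chosen after the value was seen. The immature neutrophil genes Camp, Ltf and Ngp were also high there, at 196 CPM, 187 CPM and 370 CPM, and 6 of 9 genes of that list were higher. Of that list 6 genes, and of the platelet list all 6, passed the filter on low counts.

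Summed over each list, B cell markers reached at most 4.16 CPM with a median of 0.227, erythroid markers 1.80 with 0.418, and T cell markers 16.8 with 8.38. Eosinophil markers reached 11.0 CPM with a median of 3.92, monocyte markers 563 CPM with 409.7, platelet markers a median of 8.86 and immature neutrophil markers 4311 CPM with 3031. Between labels in control, the median log2 fold changes were 0.19 for T cell, 2.66 for platelet, -0.046 for monocyte, -1.24 for eosinophil and 1.04 for immature neutrophil markers, and library 82 had the largest sum of the platelet and immature neutrophil lists. Of the B cell and erythroid lists 0 genes were tested.

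Lta had 306 counts over all libraries and none in the unstimulated ones. Of the genes changed between labels, 253 were shared by control and LTβR ΔN neutrophils, all 253 in the same direction. The comparisons do not share libraries. The ROS list's call in control neutrophils may reflect genes that vary together, since its adjusted p was 0.34 with the correlation estimated.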
